# A Global Transcriptome Analysis Reveals Molecular Hallmarks of Neural Stem Cell Death, Survival, and Differentiation in Response to Partial FGF-2 and EGF Deprivation

**DOI:** 10.1371/journal.pone.0053594

**Published:** 2013-01-07

**Authors:** Vanesa Nieto-Estévez, Jaime Pignatelli, Marcos J. Araúzo-Bravo, Anahí Hurtado-Chong, Carlos Vicario-Abejón

## Abstract

Neurosphere cell culture is a commonly used model to study the properties and potential applications of neural stem cells (NSCs). However, standard protocols to culture NSCs have yet to be established, and the mechanisms underlying NSC survival and maintenance of their undifferentiated state, in response to the growth factors FGF-2 and EGF are not fully understood. Using cultures of embryonic and adult olfactory bulb stem cells (eOBSCs and aOBSCs), we analyzed the consequences of FGF-2 and EGF addition at different intervals on proliferation, cell cycle progression, cell death and differentiation, as well as on global gene expression. As opposed to cultures supplemented daily, addition of FGF-2 and EGF every 4 days significantly reduced the neurosphere volume and the total number of cells in the spheres, mainly due to increased cell death. Moreover, partial FGF-2 and EGF deprivation produced an increase in OBSC differentiation during the proliferative phase. These changes were more evident in aOBSC than eOBSC cultures. Remarkably, these effects were accompanied by a significant upregulation in the expression of endogenous *Fgf-2* and genes involved in cell death and survival (*Cryab*), lipid catabolic processes (*Pla2g7*), cell adhesion (*Dscaml1*), cell differentiation (*Dscaml1*, *Gpr17*, *S100b, Ndrg2*) and signal transduction (*Gpr17*, *Ndrg2)*. These findings support that a daily supply of FGF-2 and EGF is critical to maintain the viability and the undifferentiated state of NSCs in culture, and they reveal novel molecular hallmarks of NSC death, survival and the initiation of differentiation.

## Introduction

Following closure of the neural tube, neuroepithelial (NE) cells in the vertebrate central nervous system (CNS) divide symmetrically to expand the cell population. Although NE cells can directly differentiate to produce the first neurons in the CNS, the majority transform into radial glial (RG) cells that, following rounds of asymmetric division, generate intermediate progenitors that differentiate into neurons or glia. Accordingly, NE and RG cells in particular represent primary progenitors or neural stem cells (NSCs), and they are best distinguished by their self-renewal abilities, as well as their multipotent differentiation [1], [2], [3], [4], [5]. The completion of cell differentiation during the embryonic and neonatal periods coincides with the exhaustion of NSC populations in all regions of the CNS, except for the adult subventricular zone (SVZ), the subgranular layer of the hippocampal dentate gyrus (DG) [6], [7], [8] and possibly, the olfactory bulb and the hypothalamus [9], [10], [11], [12].

While demonstrating the multipotentiality and the self-renewal capacity of embryonic RG cells and adult RG-derived cells *in vivo* has proved to be technically challenging, retroviral injections, sequential labelling with thymidine analogues, and lineage tracing techniques have demonstrated the existence of these cells in the embryonic and adult brain [4], [6], [13], [14]. However, the full potential of NSCs is more evident when they are seeded as single cells and their clonal expansion is studied in adherent or neurosphere cultures, along with their differentiation into neurons, astrocytes and oligodendrocytes both *in vitro* and after transplantation [11], [15], [16], [17], [18], [19], [20].

It is well established that the addition of both human recombinant fibroblast growth factor-2 (FGF-2) and epidermal growth factor (EGF) (hereafter referred to as FGF-2/EGF) is critical to maintain and expand NSC cultures as floating neurospheres [11], [15], [19], [21]. However, while the neurosphere model has been used for two decades, no standard protocol has been established to grow NSCs in this manner [11], [22], [23]. Moreover, the cellular and molecular mechanisms that underlie FGF-2/EGF maintenance of NSCs are not completely understood. Several studies of NSCs and cells isolated from other tissues, including embryonic stem cells (ESCs), suggest that FGF-2 fulfils a complex role, both when acting alone or in combination with other factors (e.g., EGF, BMP and IGF-I, among others). Indeed, FGF-2 directly or indirectly regulates the levels and postranscriptional state of a variety of molecular targets and it can affect self-renewal, cell survival, cell proliferation, adhesion and the suppression of terminal differentiation [11], [20], [24], [25], [26], [27], [28], [29], [30].

In the present study, NSCs isolated from the olfactory bulb were cultured and exposed to different FGF-2/EGF administration regimes in order to study the effects of these growth factors on cell proliferation, cell cycle progression, cell death and cell differentiation. Similarly, we used this paradigm to identify molecular mechanisms of FGF-2/EGF-mediated NSC survival and undifferentiation. Our findings provide an important basis for the standardization of NSC culture conditions, and they reveal novel molecular hallmarks of NSC death, survival, and the initiation of differentiation, including *alpha B Crystallin (Cryab)*, *phospholipase A2 group VII (platelet-activating factor acetylhydrolase*; *Pla2g7)*, *down syndrome cell adhesion molecule like (Dscaml1)*, *G-protein-coupled receptor* (*Gpr17), and N-myc downstream regulated gene2* (*Ndrg2).*

## Methods

### Ethical Statement

All animal care and handling was carried out in accordance with European Union guidelines (directive 86/609/EEC) and was approved by the Comisión de Bioética (Ethical Committee) of the Consejo Superior de Investigaciones Científicas (CSIC: certificates BFU2007-61230 issued on June 7, 2007 and BFU2010-1963 issued on September 24, 2010). All efforts were made to ameliorate the suffering of the animals.

### Neural Stem Cell Cultures

Adult olfactory bulb stem cells (aOBSCs) were prepared from 4- to 15-month-old CD1 mice or from adult C57Bl/6 mice following a protocol described previously [11]. As from a statistical point of view the results obtained with cultures from different mouse strains and adult mice of different ages were very similar, they were combined for analysis. Briefly, the OB were dissected out and cut into small pieces following removal of the meninges and blood vessels. The tissue was then digested with papain, gently disaggregated, and the resulting cell suspension was plated into 6-well plates containing Dulbecco’s modified Eagle medium (DMEM)/nutrient mixture F12 (F12), supplemented with insulin, apotransferrin, putrescine, progesterone, sodium selenite (N2: DMEM/F12-N2), or DMEMF12-B27 supplement in some experiments. The cells were passaged by mechanical procedures and were maintained until passage 3 with daily addition of both 20 ng/ml fibroblast growth factor-2 (FGF-2: Peprotech Cat No. 100-18B) and 20 ng/ml epidermal growth factor (EGF: Peprotech Cat No. AF-100-15) since the combination of both factors added at 20 ng/ml gives the maximum number of cells [11], [19]. Before their use, growth factors were reconstituted in 5 mM Tris [pH 7.6] and they were diluted in 0.01% bovine serum albumin to increase their stability. The cultures were then divided into three experimental groups, to which FGF-2 and EGF were added: (1) daily (control condition: Ctr); (2) every 2 days (C2 condition); and (3) every 4 days (C4 condition). Cells were maintained in these conditions for two additional passages before the effects of the frequency of growth factor addition was assayed on cell proliferation, cell death, cell differentiation and gene expression. For the most part, experiments were performed with cells before passage 12 when the majority of cells exhibit a stable karyotype [11].

Embryonic olfactory bulb stem cells (eOBSCs) were prepared from the OB of E13.5 CD1 mice as described previously [19], [31] and they were then expanded as neurospheres and plated as mentioned above for the experimental assays.

Cell proliferation assays were performed on floating neurospheres of eOBSCs grown for 4 days or aOBSCs grown for 7 days (density at plating: 5,000 cells/cm^2^), or on adherent cells cultured on polyornithine and fibronectin-coated glass coverslips (density at plating: 10,000 cells/cm^2^). Cells were exposed to a 30 minutes (neurosphere cultures) or 1 hour (adherent cultures) pulse of 5′-bromo-2-deoxyuridine (BrdU, 5 µM: Boehringer-Mannheim), a dose previously shown to have no toxic effects on NSC proliferation [11]. Neurospheres were then collected on growth factor-reduced matrigel (BD Biosciences) for 10 minutes and fixed with 4% paraformaldehyde (PFA) for 25 minutes. Adherent cultures were fixed directly.

For differentiation assays, cells were initially expanded as described, passaged and then cultured in DMEM/F12-N2 for 3 days in the absence of mitogens at a density of 100,000 cells/cm^2^ (short-term differentiation assay). Cells were then fixed with 4% PFA and immunostained.

Some aOBSC cultures were treated with 10 or 20 ng/ml vascular endothelial growth factor-C (VEGF-C RELIATech Cat. No. R20-014), 50 ng/ml fibroblast growth factor-8 (FGF-8: Peprotech Cat. No. 100-25) or 100 ng/ml sonic hedgehog (SHH: Peprotech Cat. No. 100-45B). These factors were chosen due to their expression in the OB, or that of their receptors, and based on previous reports describing their influence on cell proliferation and neurogenesis in telencephalic regions [32], [33], [34].

### Cell Cycle Analysis

The cell cycle of cultured cells growing under proliferation conditions was analysed at different time points. Cells were collected mechanically, washed with PBS and fixed overnight in 70% ethanol. After an additional wash, the cells were treated with RNAse A (Sigma) for 20 min at 37°C, incubated with propidium iodide (PI, final concentration 25 µg/ml) and then analyzed by flow cytometry (FACS Vantage, BD) to determine the proportion of cells in each phase of the cell cycle.

### Cell Death Assays

The FITC Annexin V Apoptosis Detection Kit I (BD, Cat. No. 556547) was used in conjunction with propidium iodide to detect cells undergoing early and late apoptosis in neurosphere cultures, according to the manufactureŕs instructions. Briefly, neurospheres were disaggregated at different time points, washed with cold PBS and incubated for 15 min at room temperature with Annexin V-FITC in binding buffer. Finally, propidium iodide (2.5 µg/ml) was added to the cells, which were subsequently analyzed by flow cytometry to measure the proportion of cells undergoing early and late apoptotic processes and cell death.

### Immunostaining of Cells in Neurosphere and Adherent Cultures

After treatment with 0.1% Triton X-100/10% NGS/PBS, cells were incubated overnight at 4°C with primary antibodies raised against: β-III-tubulin (TuJ1, rabbit antibody, 1∶2,000: Covance, Berkeley, CA, Cat. No. PRB-435P); GFAP (rabbit polyclonal, 1∶1,000: Dako, Glostrup, Denmark, Cat. No. Z0334); O4 (mouse monoclonal IgM, 1∶6 obtained from the culture media of O4-producing hybridoma cells, kindly provided by A. Rodríguez-Peña, CSIC, Madrid, Spain) or BrdU (mouse antibody, 1∶200: Becton Dickinson, San Jose, CA, Cat. No. 7580). The cells were then incubated with Alexa fluor 488 or 594 conjugated secondary antibodies (1∶500: Invitrogen) and finally with 4′,6-diamidino-2-phenylindole (DAPI: Vector Laboratories, Burlingame, CA) before mounting them in Mowiol solution (Calbiochem, San Diego, CA). Controls were performed to confirm the specificity of the primary and secondary antibodies.

### Cell Counts

To analyse neurosphere size, we used confocal images of optical planes taken every 3 µm along the thickness (Z axis) of the entire neurosphere and we estimated the volume using ImageJ software. After determining that the number of positive cells in the different planes was almost identical (4% difference between planes), the number of BrdU^+^, GFAP^+^ and TuJ1^+^-cells was counted in one plane only. The percentage of positive cells was expressed as the average ± SEM of cells relative to the total number of DAPI^+^-cells from 30 neurospheres in 2 experiments.

To determine the number of cells growing in adherent culture conditions that expressed a specific antigen, 10 random fields per coverslip were counted using a 40x objective and fluorescence filters. The number of TdT-mediated dUTP nick-end labelled (TUNEL)^+^ cells was counted in a similar manner. The percentage of cells positive for specific markers was calculated with respect to the total number of DAPI^+^-cells and the results expressed as the average (± SEM) number of cells in the 10 fields taken from 4-20 cultures in 2–6 experiments.

### Statistical Analysis

One way ANOVA was used to compare the percentage of cells between the three experimental groups (Ctr, C2 and C4) when no significant difference in variances was detected (Bartlett´s test), which was followed by *post hoc* analysis using Bonferronís test. In cases where variances differed, statistical analysis was performed using the Kruskal-Wallis test (a non-parametric method) followed by *post hoc* analysis using Dunńs multiple comparison test. To compare the percentage of cells between two experimental groups, we used a two-tailed Student’s *t*-test with Welch´s correction when the F-test indicated significant differences between the variances of both groups. All analyses were carried out with GraphPad Prism software.

### Microarray Methods, Gene Ontology and KEGG Analysis

#### RNA isolation and cDNA synthesis

Total RNA was extracted from aOBSC neurospheres after 7 days in culture using the Trizol reagent (Invitrogen) and purified with Qiagen RNeasy Mini Kit separation columns (Qiagen). The RNA integrity was confirmed using a Bioanalyzer in the Genomic Unit of the CNB (Centro Nacional de Biotecnología, Madrid, Spain). Next, to assess and compare overall gene expression profiles, cDNA was synthesized and hybridized to Affymetrix GeneChip Mouse Genome 430 2.0 arrays (Affymetrix, Santa Clara, CA, http://www.affymetrix.com), which contain a total of 45,101 transcripts.

#### Microarray data processing

Data were normalized using the GCRMA (GC content corrected Robust Multi-array Analysis) algorithm [35]. Data was post-processed and the graphics were designed using Matlab functions developed in-house. To compare gene expression between populations we used a fold-change threshold of 1 (in log_2_ scale). Hierarchical clustering of genes and samples was performed with the one minus correlation metric using the unweighted average distance (UPGMA: also known as the group average) linkage method [36].

#### Gene ontology enrichment analysis

Gene ontology (GO) terms were taken from the AMIGO database [37] and the significance of the GO terms for the differentially expressed genes was analyzed using an enrichment approach based on the hypergeometric distribution. All the sets of GO terms were back-propagated from the final term appearing in the gene annotation to the root term for each ontology. The significance (P-value) of GO term enrichment was calculated using the hypergeometric distribution. The multi-test effect influence was corrected by controlling the false discovery rate (FDR) using the Benjamini-Hochberg correction, with a significance level of α = 0.05.

As background set, we selected the genes, whose difference in expression between the samples with the lowest and the highest expression was at least 1 (in log_2_ scale).

#### Pairwise scatter plots

Pairwise scatter plots were used to compare the C2 and C4 conditions with the control. Each point in the pairwise scatter plot represents the expression of a transcript in the two samples. Using a fold-change of 1 in log2 scale: *N*-similar is the number of similarly expressed genes, *Per*-similar is the percentage of similarly expressed genes, *R* is the Fisher’s correlation coefficient, *N*-different is the number of differently expressed genes, and *Per*-different is the percentage of differentially expressed genes. The percentages were calculated with respect to the total number of transcripts in the microarray (45,101).

#### KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway analysis

KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways were downloaded from the KEGG database [38] and the significance of the KEGG pathways for the differentially expressed genes was analyzed using the same methodology as in the GO enrichment analysis (with the exception that there is no need for a back-propagation step).

### Real-Time Quantitative Reverse Transcription Polymerase Chain Reaction (RT-qPCR)

For this analysis, we considered probe sets whose expression varied in the microarray by two-fold or more in the C2 and C4 cultures as compared to control, and that had a FDR <0.01. The reverse transcription reaction was carried out with SuperScript III (Invitrogen) to synthesize cDNA from the mRNA obtained from aOBSC and eOBSC neurospheres that where cultured for 7 and 4 days, respectively. The sequences of primer pairs for qPCR were designed with Lasergene software and are listed in Table S1. All PCR cDNA products obtained were sequenced and correspond to the expected fragments. The optimal mRNA amounts for reverse transcription were determined using 1∶2 serial dilutions ranging from 1 µg to 125 ng. The dynamic range of amplification for each primer set was determined using serial dilutions of cDNA. Finally, a common optimal cDNA amount, which was within the dynamic range of all primer sets, was selected for all the PCR reactions. A real time qPCR analysis was performed in triplicate using Power SYBR Green (Applied Biosystems). The Ct value obtained for each target gene was normalized to the Ct value for *Gapdh* using the comparative C_T_ method. Then, gene expression changes in the C2 and C4 conditions were compared relative to the levels of gene expression obtained in the Ctr condition, using the C_T_ method [39] and were expressed as fold changes in log_2_ scale. The expression of *Fgf-2*, *Egf*, *Fgfr1-3*, and *Egfr* in aOBSCs and eOBSCs was also measured by RT-qPCR and the results were given as relative mRNA levels normalized to the Ct value for *Gapdh*.

## Results

It is well established that the addition of both human recombinant FGF-2 and EGF (FGF-2/EGF) is critical to maintain and expand NSC cultures as floating neurospheres [11], [15], [19], [21]. However, there is still no standard protocol to grow NSCs in this manner [11], [23]. In addition, the cellular and molecular mechanisms responsible for the survival and maintenance of the undifferentiated state of NSCs in response to FGF-2/EGF are not completely understood. Here, we analyzed the effects of three FGF-2/EGF administration regimens on cell proliferation, cell cycle progression, cell death, cell differentiation, as well as on global gene expression to identify molecular mechanisms of NSC survival and the initiation of differentiation. Thus, we maintained eOBSCs and aOBSCs in standard serum-free medium (DMEM/F12-N2) supplemented with FGF-2/EGF daily (Ctr condition), every 2 days (C2 condition) or every 4 days (C4 condition). It should be emphasized that when aOBSCs or eOBSCs are plated in the total deprivation of exogenous FGF-2/EGF, the cells stop diving and start to differentiate or die [11], [19].

These eOBSC and aOBSC populations were previously characterized as NSCs based on their capacity to self-renew and differentiate into neurons, astrocytes and oligodendrocytes under clonal conditions, as well as through the expression of NE and RG markers such as nestin, Sox2 and RC2, and the almost complete absence of differentiation markers when cultured in DMEM/F12/N2 medium with daily addition of FGF-2/EGF ([11], [19]; see also data herein). Moreover, these NSCs also generated neurons, astrocytes and oligodendrocytes when transplanted *in vivo*.

### Partial FGF-2/EGF Deprivation Affects Neurosphere Size and OBSC Undifferentiated State

For each cell population, eOBSC and aOBSC, the experiments were performed in parallel using the same cell seeding densities and maintaining constant intervals between passages (4 days for eOBSCs; 7 days for aOBSCs). It should be noted that for partial FGF-2/EGF deprivation (C2/C4), eOBSCs remained 2/4 days without added FGF-2/EGF while aOBSCs were maintained for 1/3 days in these conditions before collecting the cells for the analyses. This was due to the fact that aOBSCs initially plated at a cell density of 5,000 cells/cm^2^ (our standard density for both eOBSC and aOBSC cultures) become excessively confluent after 8 DIV in the Ctr condition, which may *per se* trigger rapid cell death and a loss of cell viability (data not shown). Thus, we decided to analyze aOBSCs and eOBSCs after 7 and 4 DIV, respectively, maintaining the same initial cell density. The medium was not changed during these periods. Neurospheres formed from both eOBSCs and aOBSCs maintained with different intervals of FGF-2/EGF supplementation (Fig. 1). However, compared with the corresponding controls the size of the neurospheres appeared to decrease when FGF-2/EGF was added every 4 days to eOBSC cultures (Fig. 1 A, B and C), and every 2 and 4 days to aOBSC cultures (Fig. 1E, F and G). Moreover, on average the total number of cells counted in each passage in aOBSC cultures was significantly lower than in control cultures (Fig. 1H) when FGF-2/EGF were added every 2 (35%, P<0.05, ANOVA) or 4 days (58%, P<0.001, ANOVA). The total number of cells was 36% lower in eOBSC cultures supplied with FGF-2/EGF every 4 days than in controls (Fig. 1D). This reduction in cell number was statistically significant when the two average means (C4 versus the Ctr condition) were compared using the Student´s t test (P<0.01). Similar results were obtained when OBSCs were grown in DMEM/F12-B27. Accordingly, the data obtained in both DMEM/F12-N2 and DMEM/F12-B27 culture conditions were combined for analysis. However, in subsequent experiments the cells were grown exclusively in DMEM/F12-N2.

**Figure 1:**
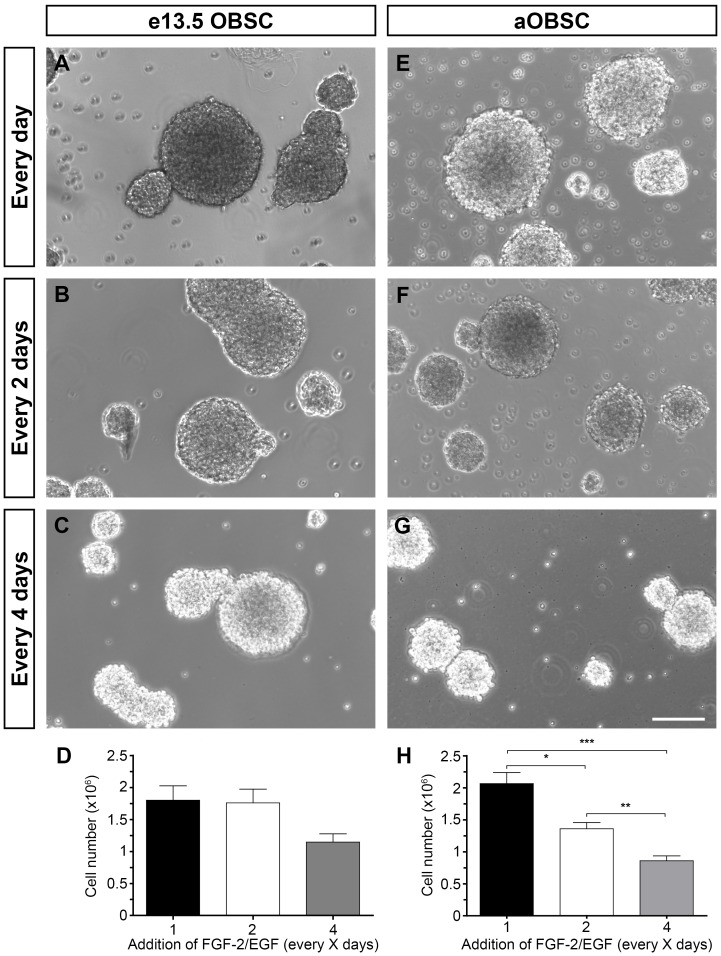
Growth of embryonic and adult OBSC neurospheres supplemented at different intervals with FGF-2 and EGF. Embryonic OBSCs (**A–D**) and adult OBSCs (prepared from 4-, 6-, 7-, 12- and 15-month old mice; **E–H**) were grown as neurospheres, and FGF-2 and EGF (FGF-2/EGF) were added daily, every 2 days or every 4 days. On the day of passage (day 4 for embryonic and day 7 for adult OBSCs), the neurospheres were mechanically dissociated and the cell number was determined using the Trypan blue dye exclusion method. Images show representative E13.5 (**A–C**) and adult (**E–G**) neurospheres. The bar graphs show the average number of eOBSCs (**D**) and aOBSCs (**H**) in each condition. The results represent the mean ± SEM from 24-35 passages from 6 different cell cultures per condition. Decreasing the frequency of FGF-2/EGF addition reduced cell number and neurosphere size. *P<0.05, **P<0.01 and ***P<0.001 (Kruskal-Wallis test followed by *post hoc* analysis using Dunn´s multiple comparison test). The 36% reduction in eOBSC number in the C4 versus de Ctr condition (**D**) was statistically significant when the two average means were compared using the Student´s t test (P<0.01). Scale bars (G) = 121.02 µm.

The impact of the frequency of FGF-2/EGF addition on aOBSC growth was further evaluated in terms of cell proliferation, neurosphere size, cell death and the initiation of cell differentiation in neurospheres (Fig. 2). These were first incubated for 30 minutes with BrdU, collected in matrigel, fixed and immunostained. When compared with controls, the number of DAPI^+^ cells per neurosphere decreased in cultures treated with FGF-2/EGF every 2 days (32.6% reduction in the number of DAPI^+^ cells; non-statistically significant in the ANOVA test followed by post-hoc analysis; P<0.005 in the Student´s t test) and every 4 days (3.1-fold reduction; P<0.001, ANOVA) (Fig. 2J). We also observed a decrease in the number of DAPI^+^ cells in the C4 versus C2 condition (2-fold reduction; P<0.001, ANOVA). In C4 cultures, the majority of neurospheres were relatively small in volume (0–0.75×10^6^ µm^3^), and no neurospheres with a volume equal to or larger than 1.5×10^6^ µm^3^ were detected (Fig. 2K).

**Figure 2:**
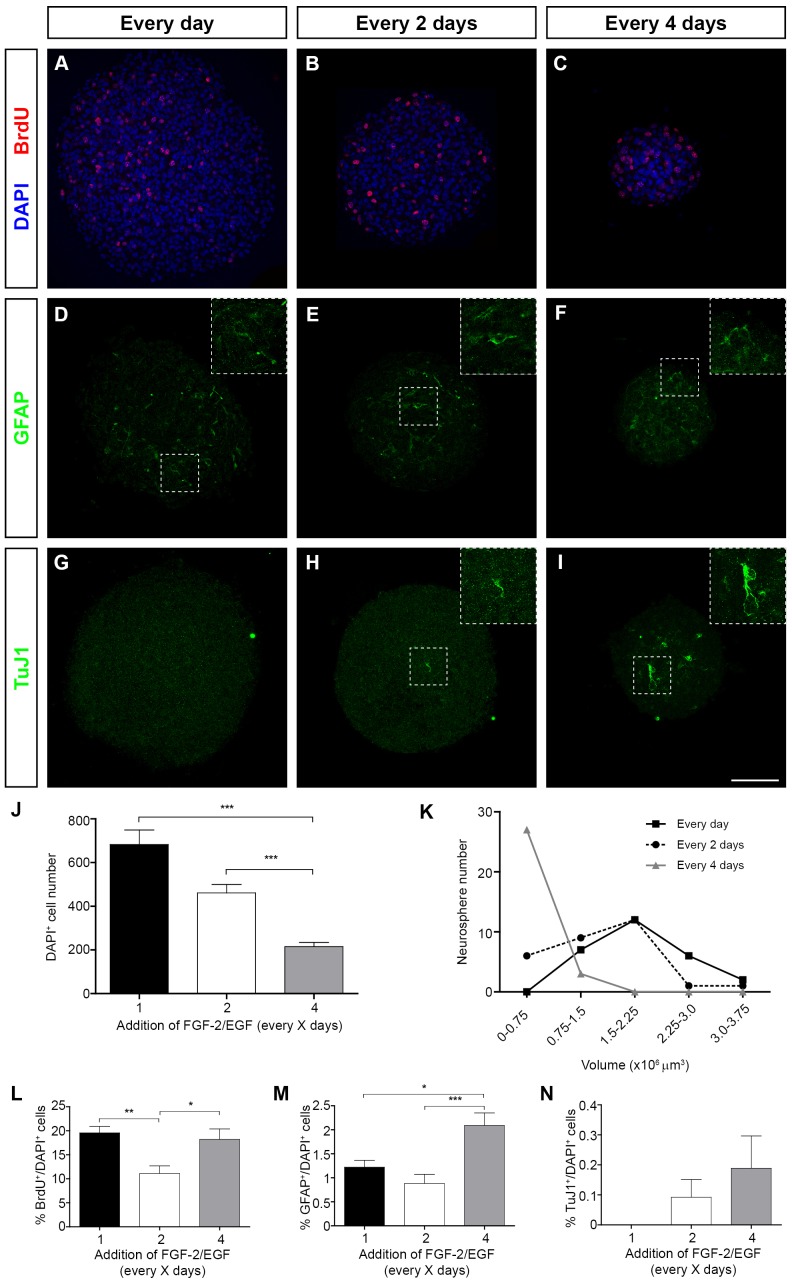
The effect of growth factor addition on neurosphere size, proliferation and the expression of cell differentiation markers in aOBSC neurospheres. The aOBSCs (prepared from 7- and 15-month old mice) were grown as neurospheres, to which FGF-2/EGF was added at different intervals. After 7 days in culture, BrdU (5 µM) was added for 30 minutes and the neurospheres were collected on matrigel, fixed and immunostained, and then stained with DAPI. Representative images of neurospheres grown in cultures supplemented with growth factors daily (**A, D, G**), every 2 days (**B, E, H**) and every 4 days (**C, F, I**), and immunostained with BrdU (**A–C**), GFAP (**D–F**) and TuJ1 (**G–I**). Bar graphs show the average number of DAPI^+^ cells per confocal plane of each neurosphere (**J**), and the percentage of BrdU^+^ (**L**), GFAP^+^ (**M**) and TuJ1^+^ cells (**N**). Line graphs show the distribution of neurosphere number versus volume (**K**). The results represent the mean ± SEM of 15–30 neurospheres from 2 different cell cultures. *P<0.05, **P<0.01 and ***P<0.001 (One way ANOVA followed by *post hoc* analysis using Bonferronís test). The 32% reduction in DAPI^+^ cell number in the C2 versus the Ctr condition (**J**) was statistically significant when the two average means were compared using the Student´s t test (P<0.01). Scale bars (I) = 77.51 µm and 39.0 µm (inserts).

Compared with controls, the proportion of BrdU^+^ cells decreased by 43% (P<0.01) in C2 whereas non significant change was observed in C4 cultures (Fig. 2L). Decreasing the frequency of FGF-2/EGF application promoted the differentiation of aOBSCs to GFAP^+^ astrocytes (C4 condition, 70.9% increase in the proportion of GFAP^+^ cells versus controls; P<0.05) and TuJ1^+^ neurons (the proportion of TuJ1^+^ cells was 0.00%, 0.09%, and 0.19% in control, C2 and C4 cultures, respectively: Figure 2 M, N). All these results indicate that the addition of FGF-2/EGF at longer intervals promotes marked reductions in both the number of cells per neurosphere and the abundance of larger neurospheres. Moreover, these findings demonstrate that a small yet significant proportion of aOBSCs differentiate when growth factors are added every 4 days.

We next performed the same analysis on eOBSC neurosphere cultures (Fig. 3). We observed a significant reduction (32–34%, P<0.05, ANOVA) in the number of DAPI^+^ cells per neurosphere in C4 cultures with respect to both C2 and Ctr cultures (Fig. 3 A–K) and there was a greater abundance of smaller neurospheres (ranging between 0–0.75×10^5^ and 0.75–1.5×10^5^ µm^3^: Fig. 3 K). The proportion of BrdU^+^, GFAP^+^ and TuJ1^+^ cells in eOBSC neurospheres did not differ significantly between the three conditions (Fig. 3 A–I, L–N). These results show that eOBSC growth is altered when exogenous FGF-2/EGF is added only every 4 days, an effect best witnessed by the significant reduction in neurosphere size.

**Figure 3:**
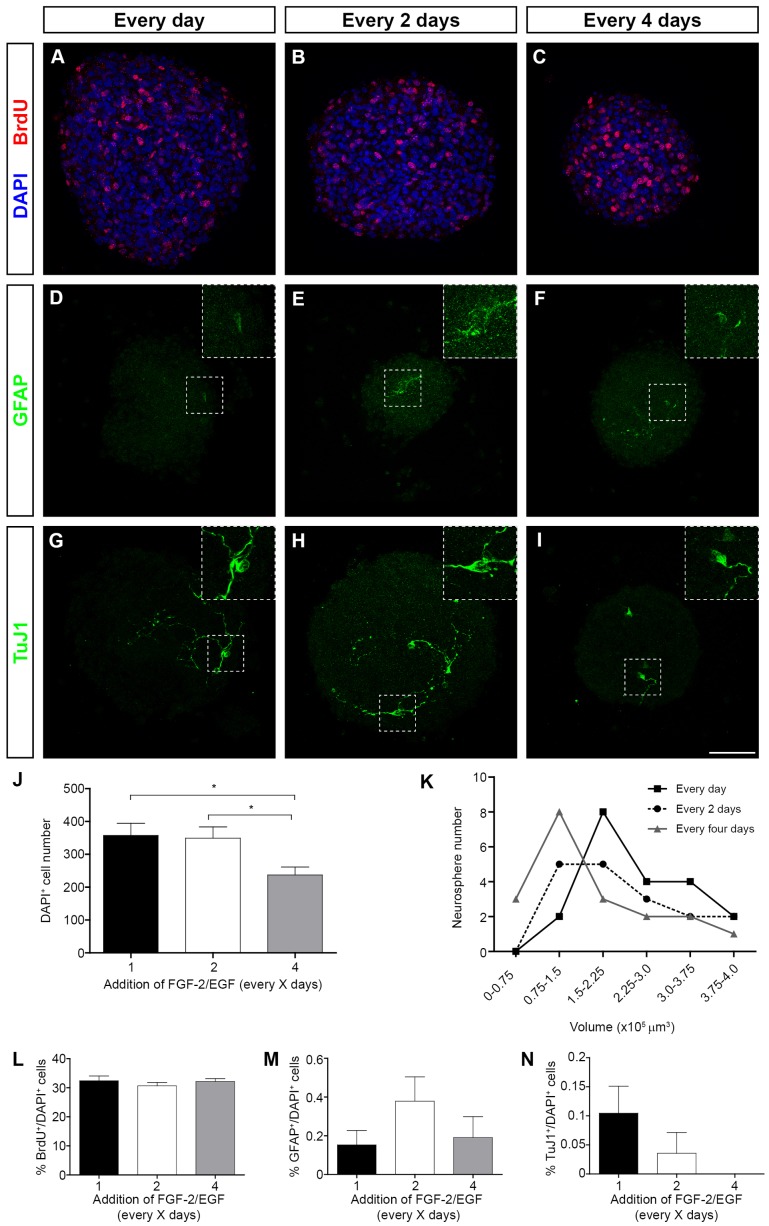
The effect of growth factor addition on neurosphere size, proliferation and expression of cell differentiation markers in eOBSC neurospheres. The eOBSCs were cultured and passaged as floating neurospheres as described in Fig. 1. After 4 days in culture, BrdU (5 µM) was added for 30 minutes and the neurospheres were collected on matrigel, immunostained and counterstained with DAPI. Images show the representative neurosphere growth in cultures to which factors were added daily (**A, D, G**), every 2 days (**B, E, H**) and every 4 days (**C, F, I**), and that were immunostained with BrdU (**A–C**), GFAP (**D–F**) and TuJ1 (**G–I**). Bar graphs show the number of DAPI^+^ cells (J), and the percentages of BrdU^+^ (**L**), GFAP^+^ (**M**) and TuJ1^+^ (**N**) cells. Line graphs show the distribution of neurosphere number versus volume (**K**). Results represent the mean ± SEM from 15–30 neurospheres in 2 experiments. *P<0.05 (One way ANOVA followed by *post hoc* analysis using Bonferronís test). Scale bars (I) = 77.51 µm, insert  = 39 µm.

FGF-2 and EGF are the extracellular growth factors most commonly used to expand NSCs in culture. Nevertheless, we also investigated whether the addition of VEGF-C, FGF-8 or SHH to aOBSC cultures (which are more dependent on exogenous FGF-2/EGF than eOBSCs), in conjunction with FGF-2/EGF, influenced NSC proliferation and their differentiation. The proportion of cells that incorporated BrdU relative to the total number of DAPI^+^ cells was similar in all conditions (10–15%: Fig. S1 A-D, G), as was the proportion of differentiating neurons (14–15%: Fig. S1 E, F, H). Accordingly, only the effects of FGF-2/EGF on cell cycle progression, cell death and differentiation were analyzed further in both eOBSCs and aOBSCs.

### Effect of Partial FGF-2/EGF Deprivation on OBSC Survival and Cell Cycle Parameters

The decrease in the total number of cells observed in cultures supplemented with FGF-2/EGF every 2 or 4 days (Fig. 1) and in the neurospheres size (Figs. 2 and 3), may be due to changes in cell cycle parameters and/or increased cell death. To test these hypotheses in depth, we first used flow cytometry to analyze the proportion of cells in each phase of the cell cycle (Fig. 4). In both eOBSC and aOBSC cultures analysed at 4 DIV and 7 DIV, respectively, the percentages of cells in the G_0_/G_1_, S and G_2_/M phases were similar and apparently independent of the frequency of FGF-2/EGF addition (Fig. 4 D, H). To further examine whether the changes in cell cycle could have occurred at earlier time points after partial FGF-2/EGF deprivation, the proportion of cells in each cell cycle phase was determined in eOBSC cultures at 2, 3 or 4 DIV, and in aOBSC cultures at 5, 6 or 7 DIV growing in both the C4 and Ctr conditions. No consistent changes were detected in eOBSC cultures (Fig. S2 left, average data from 2 cultures) and indeed, the proportion of eOBSCs in G_2_/M after 2 DIV was 57% greater in the C4 than in the control condition (9.6±2.1% *vs* with 6.1±0.00005), whereas at 3 DIV the proportion of eOBSCs in G_2_/M was 38% lower in the C4 than in the controls (5.2±0.2% *vs* with 8.4±1.3). Conversely, the percentages of aOBSCs in the G_0_/G_1_ phase were 5–12% higher in C4 than in controls (Fig. S2 right), whereas the percentages of cells in the S and G_2_/M phases were 4–21% and 8–48% lower in C4 than in the controls, respectively, although these changes did not reach statistical significance in the analysis performed (for instance, P = 0.33 for G_2_/M data at 7 DIV). However, compared to eOBSCs, the results obtained in aOBSCs were more suggestive that partial FGF-2/EGF deprivation possibly affected the cell cycle.

**Figure 4:**
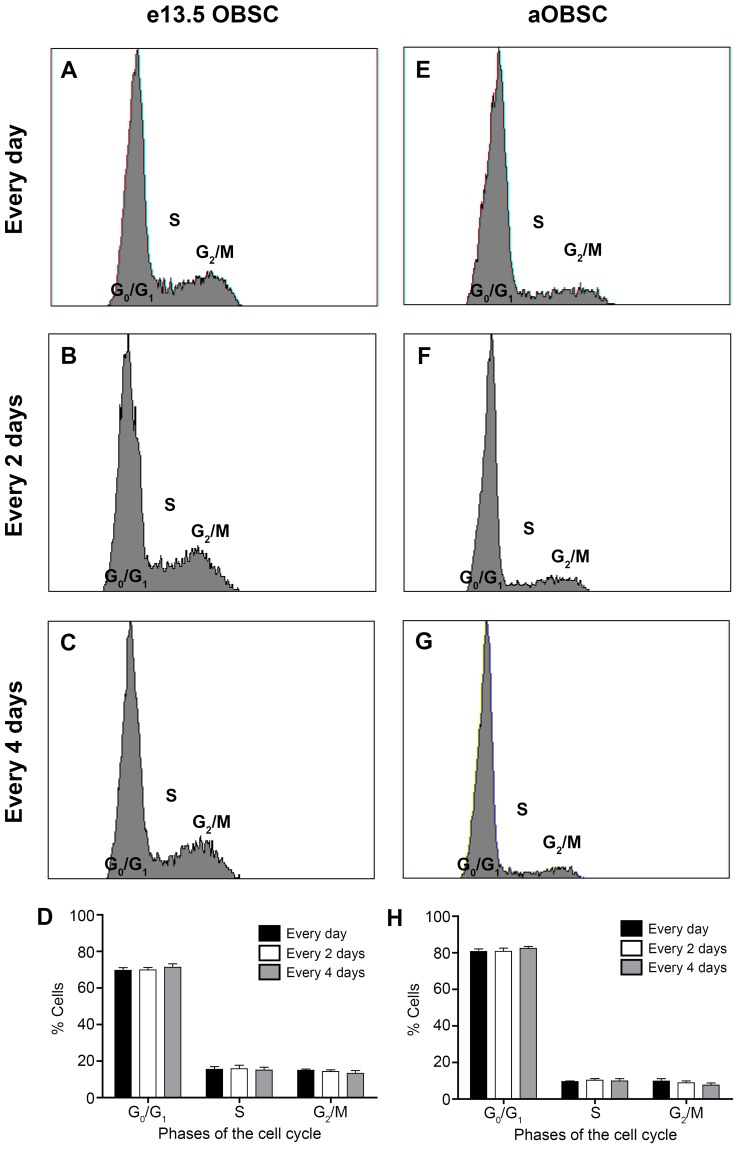
The influence of the frequency of FGF-2/EGF addition on the OBSC cell cycle. Embryonic OBSCs (**A–D**) and adult OBSCs (prepared from 7- and 15-month old mice; **E–H**) were grown as neurospheres as described in Fig. 1. After mechanical dissociation on days 4 (eOBSC) or 7 (aOBSCs), cells were fixed with ethanol, stained with PI and analyzed by flow cytometry. Graphs show the representative cell cycle profiles for eOBSC (**A–C**) and aOBSC (**E–G**) cultures, to which FGF-2/EGF was added daily (**A, E**), every 2 days (**B, F**) or every 4 days (**C, G**). The graphs show the percentage of cells in the different phases of the cell cycle (**D**, eOBSCs; **H**, aOBSCs). Results represent the mean ± SEM from 4 passages from 2 different cell cultures per condition. Under these conditions, the addition of growth factors at different intervals had no significant effect on the cell cycle parameters tested. However, aOBSC cultures contained more cells in G_0_/G_1_ (P<0.001) and fewer cells in S and G_2_/M (P<0.001) as compared with eOBSCs (two-tailed Student’s *t*-test with Welch´s correction).

In aOBSC cultures (7 DIV) the average proportion of cells in the G_0_/G_1_ phase (81.3%) was significantly higher than that in eOBSC cultures (4 DIV; 70.3%: P<0.0001, Student’s *t*-test; Fig 4 D and H). Consequently, the percentage of cells in the S phase and in G_2_/M phase was significantly lower (P<0.0001, Student’s *t*-test) in aOBSC cultures (9.9% and 8.8%, respectively) than in eOBSC cultures (15.4% and 14.2%, respectively). These findings suggest a larger proportion of cells are quiescent and/or retained in the G_1_ phase in aOBSC cultures over time.

After 4 DIV in eOBSCs and 7 DIV in aOBSCs, we next analyzed the effects of FGF-2/EGF supplementation at different intervals on the number of cells undergoing apoptotic processes and cell death (Fig. 5). At the aforementioned time points, the proportion of viable cells (annexin V^-^ and PI^-^) decreased slightly in the C4 condition (12%; non statistically significant). In addition, we observed more dead cells (PI^+^) in aOBSC cultures treated with growth factors every 2 or 4 days than in control cultures. Indeed, with respect to the control aOBSCs there were 36% more dead cells in the C2 condition (non statistically significant) and 78.9% more dead cells in the C4 condition (P<0.05, ANOVA). To test whether the changes in cell death could have occurred at earlier time points after partial FGF-2/EGF deprivation, the proportion of viable, apoptotic and dead cells was determined at 1, 2, 3 or 4 DIV in eOBSC cultures, and at 5, 6 or 7 DIV in aOBSC cultures growing in the C4 and Control conditions. There were no apparent changes in eOBSC cultures (Fig. S3 left, average data from 2 cultures) whereas the percentage of viable cells in partial FGF-2/EGF starved aOBSC cultures decreased (5–27.6%; P<0.05 and P<0.001 for 6 and 7 DIV, respectively, average data from 2 cultures), and the percentages in apoptotic cells increased at all the time points analyzed (early apoptotic, 32.1–39.4%; late apoptotic, 37.2–85.5%; P = 0.07 for late apoptotic cells at 7 DIV). The proportion of dead cells in aOBSC cultures also augmented (1.9–3.1-fold; P = 0.12 at 7 DIV: Fig. S3, right). These data indicate that partial deprivation of FGF-2/EGF causes a progressive loss in cell viability in aOBSC cultures, possibly through apoptotic and necrotic mechanisms, and that aOBSCs are more dependent on FGF-2/EGF for their survival than eOBSCs. It should be noted that even though eOBSCs were without additional FGF-2/EGF on days 2/4 before analysis in conditions C2/C4, and aOBSCs were without additional FGF-2/EGF on days 1/3, the aOBSCs were more prone to undergo cell death, particularly in the C4 condition. Moreover, reductions in neurosphere volume and total cell number, and possible changes in cell cycle parameters were always more evident in aOBSC than in eOBSC cultures.

**Figure 5:**
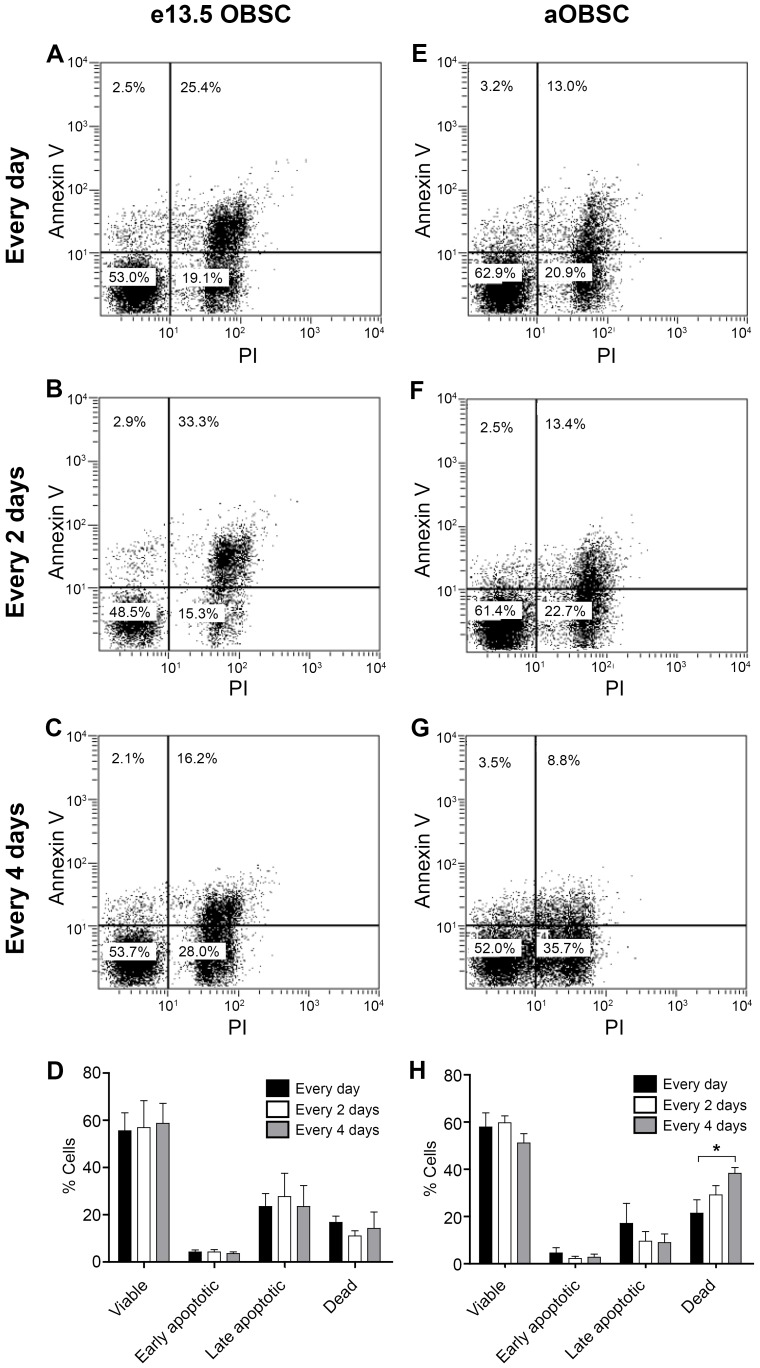
Decrease in the frequency of FGF-2/EGF addition increases cell death in aOBSCs. Embryonic (**A–D**) and adult (prepared from 7- and 15-month old mice; **E–H**) OBSCs were grown as neurospheres as described in Fig. 1. On days 4 (eOBSCs) or 7 (aOBSCs) the neurospheres were dissociated mechanically, and the cells were stained with PI and annexin V before they were analyzed by flow cytometry. Dot-plots show the percentage of viable, early and late apoptotic and dead cells in the cultures to which growth factors were added daily (**A, E**), every 2 days (**B, F**) or every 4 days (**C, G**). Graphs show the percentage of cells in each group (**D**, E13.5 OBSCs; **H**, aOBSCs). The results represent the mean ± SEM from 3–5 passages from 2 different cell cultures per condition. A decrease in the frequency of growth factor addition promoted significant cell death in aOBSCs but not in eOBSCs. *P<0.05 (One way ANOVA followed by *post hoc* analysis using Bonferronís test). PI = Propidium iodide.

### Partial FGF-2/EGF Deprivation does not Significantly affect OBSC Multilineage Differentiation in Population Assays

We next investigated how FGF-2/EGF application at different intervals in the proliferative phase (in the figures called “growth factor pretreatment”) affected the generation of neurons, astrocytes and oligodendrocytes in short-term differentiation assays (3 days) of aOBSC (Fig. S4) and eOBSC (Fig. S5) cultures. We found no significant differences between the distinct treatment groups, although we observed a slight decrease (20–24%; ANOVA P = 0.3618) in the percentage of TuJ1^+^ neurons generated from aOBSCs in the C4 and C2 cultures, when compared with controls (Fig. S4 J). The absolute numbers of TuJ1^+^ neurons, GFAP^+^ astrocytes and O4^+^ oligodendrocytes in the differentiating aOBSC and eOBSC cultures were similar in all three culture conditions. These results indicate that OBSC multilineage differentiation (in the total absence of factors) is not affected by the frequency of FGF-2/EGF application to neurospheres growing under population conditions.

### Expression of *Fgf-2*, *Egf* and their Receptors in aOBSCs and eOBSCs

To investigate whether the different levels of dependence to FGF-2/EGF addition of aOBSC and eOBSC cultures for their survival, could be due to changes in the endogenous expression of the growth factors and/or their receptors between both OBSC populations, we analyzed the expression of: *Fgf-2*, its receptors more abundantly detected in the brain (*Fgfr1*, *Fgfr2*, *Fgfr3*; [40]), *Egf* and *Egfr* by RT-qPCR (Fig. 6). As shown in Fig. 6B, eOBSC neurospheres maintained with daily addition of FGF-2/EGF, expressed higher levels of *Fgfr1* compared with aOBSC growing under the same conditions (P<0.01, Student’s *t*-test). Moreover, partial FGF-2/EGF deprivation produced statistically significant upregulation in the expression of *Fgf-2* in aOBSCs (Fig. 6A) and of *Fgfr1* (Fig. 6B) and *Egf* in eOBSCs (Fig. 6 E). Although the expression of *Fgfr2* (Fig. 6C), *Fgfr3* (Fig. 6D), *Egf* (Fig. 6E), and *Egfr* (Fig. 6F) appeared to be upregulated in the C4 compared to the Ctr condition, the increases in relative mRNA levels did not reach statistical significance in these assays. Notably, the relative mRNA levels of *Fgf-2* in the cells were 20–155 fold lower than those of *Egf* (with comparable amplification efficiencies close to 100% for both transcripts), suggesting that the endogenous FGF-2 signaling pathway could be a more limiting process than that of EGF for the regulation of OBSC survival and maintenance.

**Figure 6:**
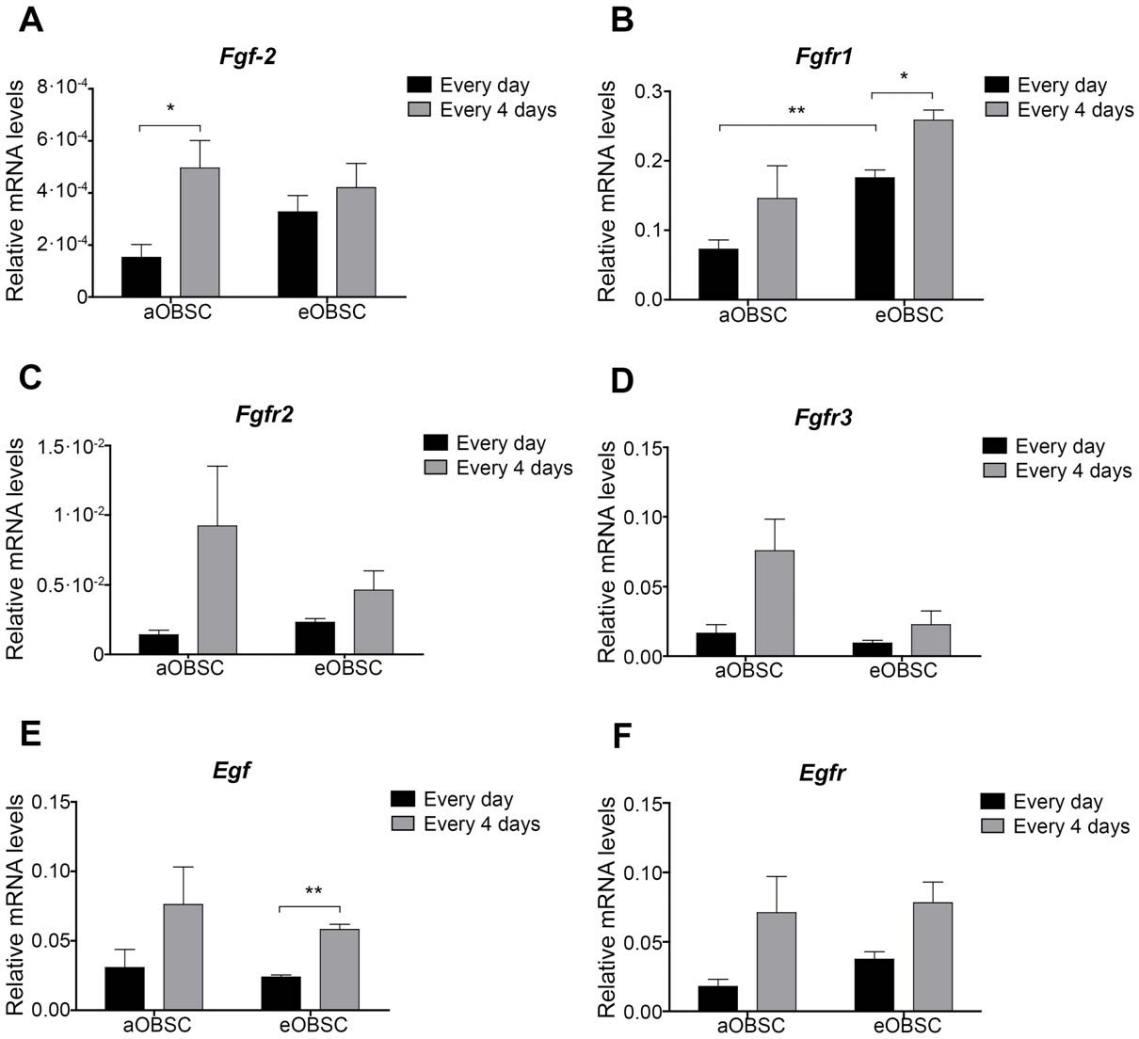
Expression of *Fgf-2*, *Egf* and their receptors in aOBSCs and eOBSCs. Embryonic OBSCs and adult OBSCs (prepared from 7- and 15-month old mice) were grown as neurospheres as described in Fig. 1. After mechanical dissociation on days 4 (eOBSC) or 7 (aOBSCs), mRNA was extracted from cells supplied with FGF-2/EGF every day (Ctr) and every 4 days (C4), and analyzed using real time RT-qPCR. The graphs show the relative mRNA levels of *Fgf-2* (**A**), *Fgfr1* (**B**), *Fgfr2* (**C**), *Fgfr3* (**D**), *Egf* (**E**) and *Egfr* (**F**) in Ctr and C4 cultures. aOBSCs partially starved of exogenous FGF-2/EGF expressed higher levels of endogenous *Fgf-2* than controls. The results represent the mean ± SEM of 3 experiments. *P<0.05, **P<0.01 (two-tailed Student’s *t*-test).

### Molecular Mechanisms Underlying NSC Survival, and the Initiation of Differentiation

The marked reduction in the survival of aOBSCs (and to a lesser extent eOBSCs) and the increased tendency of aOBSCs to differentiate in the proliferative phase following partial FGF-2/EGF deprivation prompted us to investigate the potential changes in gene expression and signaling pathways that may underlie these effects. 

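RNA of aOBSC neurospheres was measured after 7 days in culture on Affymetrix Mouse Genome arrays, on which each transcript is read by a set of short oligonucleotide probes (a probe set). FGF-2 and EGF were added at 20 ng/ml every day (Ctr), every 2 days (C2) or every 4 days (C4), with 3 arrays per condition and 9 in all. The authors normalised the arrays with GCRMA, which subtracts a background estimated from the probe sequence and brings the arrays to a common distribution, and the deposited values are on the log2 scale. A difference of 1 between conditions is thus a doubling or a halving. The arrays held 45101 probe sets, and after removal of 64 Affymetrix control probe sets 45037 were tested. The highest value was 15.35. GCRMA places transcripts without signal at a common low value: an average of 35.5% of the probe sets of a Ctr array, 34.9% of a C2 array and 35.3% of a C4 array stood at the lowest value of that array, and 12350 probe sets had an identical value on all 9 arrays. In total, 18380 probe sets had a value over 4 on at least 3 arrays. A condition mean under 4 is called near the floor of the arrays, and a fold against it is not measured well. The third quartile of the values was 6.49 ± 0.026 in Ctr, 6.51 ± 0.015 in C2 and 6.55 ± 0.067 in C4 (mean ± SD, n = 3 arrays). The 3' probe set of the Gapdh control transcript, used to judge RNA integrity, differed from its 5' probe set by -0.31 ± 0.030 in Ctr, -0.39 ± 0.0099 in C2 and -0.34 ± 0.058 in C4 (mean ± SD, n = 3). The conditions were compared with limma, with 1 mean per condition and the spread estimated over all 9 arrays, and p-values were adjusted by the Benjamini-Hochberg method over the 45037 probe sets. Unless stated otherwise, each gene is represented by its probe set of highest mean, and gene positions are those of RefSeq on the mouse genome build GRCm38. Values of a gene are log2 GCRMA values. P-values adjusted in this way are given as adjusted p. Groups of genes were tested with limma's camera, which asks whether the genes of a list moved further in one direction than the other genes. Both comparisons with Ctr use the same 3 control arrays, so chance values of these arrays enter both. The number of arrays limits the precision. The paper's text does not state whether the 3 arrays of a condition came from separate cultures. The legend of Fig. 7 names mice of 7 and 15 months, and which array came from which is not stated, so the p-values measure only the spread between these samples.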

Genome-wide mRNA profiling by microarray analysis of aOBSCs grown under each condition revealed differential expression (*i.e.,* up or downregulation by at least one-fold in log2 scale) of 38 and 312 genes in the C2 and C4 condition, respectively. 

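In C2, genes for a membrane-bound reductase, a bicarbonate transporter and an enzyme of cysteine synthesis were among the largest increases. Cyb5r1 (Entrez gene 72017, chromosome 1 from 134405781 to 134411738), which encodes an NADH-cytochrome b5 reductase, rose from 8.87 ± 0.055 in Ctr to 10.15 ± 0.0062 in C2 (mean ± SD, n = 3 arrays), a log2 difference of 1.28 (standard error 0.031, adjusted p = 7.55e-05). The bicarbonate transporter gene Slc4a10 rose by 1.76 (standard error 0.047, adjusted p = 1.01e-04), Cth, which encodes cystathionine gamma-lyase, by 1.59 (adjusted p = 0.0132), and P2rx3, a channel opened by ATP, by 1.59 (adjusted p = 0.0157). Cplx2, which encodes a complexin of synaptic vesicle release, rose by 1.16 (adjusted p = 0.0082) in C2 and by 1.05 (adjusted p = 0.00313) in C4. The 2 further probe sets of Cplx2 did not pass in C2 (0.62 and 0.27, adjusted p = 0.735 and 0.649) or in C4 (0.80 and 0.33, adjusted p = 0.396 and 0.291). Among the largest decreases in C2 was Nrn1 (neuritin), which fell by 1.05 (adjusted p = 0.0119). Syt16, a member of the synaptotagmin family, had a log2 difference of -1.15 (adjusted p = 0.0157). Gfra2, a receptor of GDNF family ligands, had a difference of -1.28 (adjusted p = 0.0106). In C4, Cth fell by 1.30 (adjusted p = 0.00851), while Nrn1 and Gfra2, whose C4 mean was near the floor so that its fold is not measured well, also fell, by 1.26 (adjusted p = 0.00174) and 1.65 (adjusted p = 0.00112). Ifi35, an interferon-induced gene whose C2 mean was near the floor, had a log2 difference of -1.35 (adjusted p = 0.0398) in C2. Of the 45037 probe sets, 38 differed by at least 1 on the log2 scale between C2 and Ctr and 312 between C4 and Ctr. In limma's test, 767 probe sets passed an adjusted p of 0.05 for C2, 507 of them higher and 260 lower, and 2833 passed for C4. The count for C2 was 361, 351 and 323 without C2 replicates 1, 2 and 3, 421 and 349 without Ctr replicates 1 and 2, 237 with the replicate number as a block, 371 with only the arrays of the 2 groups and 1825 with a filter on dim probe sets; that for C4 was 1818 without Ctr replicate 2. The direct comparison of C4 with C2 gave 2363 probe sets, 1286 higher and 1077 lower in C4, and 1485 without C2 replicate 2, 742 higher and 743 lower. With limma's robust option 45 probe sets passed for C2, and Cth, P2rx3, Cplx2, Nrn1, Syt16 and Gfra2 had adjusted p = 0.055 to 0.0808. Without C2 replicate 1 or C2 replicate 3, Cth (0.0525 and 0.0561) and P2rx3 (0.0577 and 0.0647) did not pass. Without the probe sets that may cross-hybridise, Gfra2 and Ifi35 are represented by other probe sets, with C2 differences of 0.014 and 0.088 that did not pass the test.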

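Beyond the genes that the paper discusses, the largest increases in C4 included signalling genes. The largest decreases included genes for a lysosomal protein, an adaptor of the sensing of cytosolic DNA and an enzyme of amino acid breakdown. Sncaip, which encodes synphilin-1, a partner of alpha-synuclein, rose by 1.95 (standard error 0.11, adjusted p = 3.34e-04), Prkcq, which encodes protein kinase C theta, by 1.83 (adjusted p = 1.22e-04), and Dusp15, a dual-specificity phosphatase, by 1.63 (adjusted p = 6.45e-04). Cmtm5, with means of 4.07 ± 0.062 in Ctr and 6.25 ± 0.14 in C4 (SD, n = 3 arrays), rose by 2.18 (adjusted p = 1.44e-04). The noncoding transcript Cerox1 rose by 1.74 (adjusted p = 6.67e-04). For 6330403K07Rik and Ipw, whose Ctr means were near the floor, the log2 differences were 2.64 (adjusted p = 7.16e-06) and 1.67 (adjusted p = 3.37e-04). Cd68 (Entrez gene 12514, chromosome 11 from 69664213 to 69666170), a lysosomal glycoprotein used as a marker of macrophages and microglia, had 7.82 ± 0.16 in Ctr and 5.10 ± 0.13 in C4 and fell by 2.72 (standard error 0.10, adjusted p = 8.43e-05). Of 13 measured genes of microglia and macrophages, Cd68 was the 1 over the floor and the 1 that fell (also 1 when adjusted over the list alone), and the list did not pass its test (adjusted p = 0.165). Sting1, an adaptor of the sensing of cytosolic DNA, had a log2 difference of -1.75 (adjusted p = 1.90e-04). Bcat1, which encodes the cytosolic branched-chain aminotransferase, had a difference of -1.71 (adjusted p = 0.00306). The other probe sets of Cmtm5 and Bcat1 did not pass, with C4 differences of 0.41 (adjusted p = 0.304) and -0.37 (adjusted p = 0.315). Trib3, a pseudokinase of the integrated stress response, fell by 1.68 (adjusted p = 0.00259), and the membrane protein gene Tm4sf1 fell by 2.14 (adjusted p = 0.00779). Adamtsl3 and the chloride channel gene Clic5 fell by 1.76 (adjusted p = 0.00351) and 1.67 (adjusted p = 0.00131). Of the probe sets that differed by at least 1 between C4 and Ctr, 168 higher and 121 lower ones had an adjusted p under 0.05 from limma, and 135 and 95 had one under 0.01. Of all 45037 probe sets, 1702 were higher and 1131 lower in C4 at an adjusted p under 0.05, which stand for 1239 and 820 genes with a single symbol. With only the Ctr and C4 arrays in the fit, Tm4sf1 did not pass (adjusted p = 0.0555), and without Ctr replicate 2 the total for C4 was 1818.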

In the C4 condition, 180 genes were upregulated and 132 down-regulated with respect to the controls. These results are illustrated in the heat map of the global analysis (Fig. 7 A), which shows a marked difference between the C4 and control samples, while a comparison of the C2 and Ctr groups revealed small differences. 

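Some genes moved in opposite directions in C2 and C4. Cd24a, a cell surface gene of neuroblasts, fell by 0.46 in C2 (adjusted p = 0.00734) and rose by 0.47 (adjusted p = 0.00176) in C4. Jag1, a Notch ligand, rose by 0.64 (adjusted p = 0.00156) in C2 and fell by 0.40 in C4 (adjusted p = 9.69e-04), with a difference between C4 and C2 of -1.04 (adjusted p = 2.92e-05). The other probe set of Jag1 did not pass in C2 (0.071, adjusted p = 1) or C4 (-0.12, adjusted p = 0.732), and of those of Cd24a 1 had a C4 difference of -0.51 (adjusted p = 0.0938) and 1 of 0.45 (adjusted p = 0.00806). Cyb5r1, higher in C2, fell by 0.74 in C4 (adjusted p = 1.41e-04). At an adjusted p under 0.05 in both comparisons with Ctr, 190 probe sets were higher and 166 lower in both conditions, 30 were higher in C4 and lower in C2, and 88 were lower in C4 and higher in C2. Lists that overlap by chance over all 45037 probe sets would share 19.2, 6.53, 9.83 and 12.7 probe sets in this order. These include 12350 constant probe sets, which cannot pass. Chance among fewer probe sets would share more, so how far the smallest count, 30, exceeds chance is not decided. In 2 conditions simulated without any change with the same control arrays each of the 4 counts was 0 on average (20 draws). Without changes there are few calls that could overlap, so this simulation does not measure overlap from the shared control arrays. Across all probe sets, the C4 and C2 differences from Ctr had a correlation of 0.362. Because the 3 control arrays are shared, 2 conditions simulated without any change gave a correlation of 0.50 (200 draws), so the correlation by itself shows no likeness of the responses. The covariance was 0.0115 against 0.00421 in the simulation. In all, 114 probe sets ranged over at least 2 log2 units across the 9 arrays, and 74 of these had an adjusted p under 0.01 in at least 1 of the 3 comparisons. Over all probe sets, Pearson correlations between arrays were 0.99746 to 0.99796 for Ctr with C2 and 0.99525 to 0.99611 for Ctr with C4, against 0.99851 to 0.99878 within Ctr. These correlations are across probe sets, which are not independent replicates. With the mean over the probe sets of each gene, Cd24a did not pass in C4 (adjusted p = 0.227) and Jag1 did not pass in C2 (0.0994) or C4 (0.0511). With limma's robust option and with the replicate number as a block, Cd24a did not pass in C2 (0.0749 and 0.0529).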

The hierarchical clustering analysis confirmed the differences between C4, C2 and control cultures (Fig. S6). 

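In a tree built by average linkage on 1 minus the Pearson correlation over all probe sets, the arrays of each condition joined first with each other, and the C4 arrays stood apart from the Ctr and C2 arrays. The Ctr arrays joined at a height of 0.00140, the C2 arrays at 0.00142 and the C4 arrays at 0.00214. The Ctr and C2 groups joined at 0.00226, just above the height at which the C4 arrays joined each other, and the C4 group joined them at 0.00415. Within C4, replicates 2 and 3 joined at 0.00177, before replicate 1. Array pairs within C4 had correlations of 0.99769 to 0.99823, lower than the 0.99858 to 0.99859 within C2. Pairs of a C2 and a C4 array had 0.99552 to 0.99626. When the tree was split into 3 clusters, each cluster held the arrays of 1 condition. Without C4 replicate 2, the 2 remaining C4 arrays fell into different clusters, and 0 of the conditions formed a cluster of their own.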

The shorter the horizontal link that connects two branches, the closer the populations represented by the branches. In the pairwise scatter plots (Fig. 7B), the position of some key genes is represented by orange dots. 

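Sox2 (Entrez gene 20674, chromosome 3 from 34649995 to 34652461), a transcription factor of neural stem cells, had a mean of 13.07 ± 0.022 in Ctr, 12.94 ± 0.070 in C2 and 13.00 ± 0.053 in C4 (SD, n = 3 arrays), among the high values of the arrays. The differences of C2 and C4 from Ctr were -0.13 (adjusted p = 0.264) and -0.07 (adjusted p = 0.577) and did not pass limma's test. Olig2 (Entrez gene 50913, chromosome 16 from 91225550 to 91228677), a transcription factor of glial and transit-amplifying progenitors, had 12.13 ± 0.017, 12.13 ± 0.079 and 12.14 ± 0, with differences of -0.0041 (adjusted p = 1) and 0.0096 (adjusted p = 1). Pax6 (Entrez gene 18508, chromosome 2 from 105668896 to 105698410), a transcription factor of neurogenic progenitors, had 7.27 ± 0.11, 7.56 ± 0.019 and 7.83 ± 0.050. Its C4 difference was 0.57 (standard error 0.055, adjusted p = 0.00241) and passed the test, while its C2 difference of 0.29 (adjusted p = 0.0647) did not. As a group chosen by the study on these samples, and thus not independent evidence, Sox2, Pax6 and Olig2 did not pass (adjusted p = 0.41), with 1 member higher in C4 (1 when adjusted over the list alone). Of 18 measured genes of neural stem and progenitor cells, 8 rose and 1 fell in C4 (9 and 1 when adjusted over the list alone), and the list as a whole was higher (mean log2 difference 0.27, adjusted p = 0.00198; adjusted p = 0.143 with an estimated correlation). Egfr, the EGF receptor, rose by 0.83 (standard error 0.028, adjusted p = 7.72e-05), Fabp7, which encodes the brain lipid-binding protein of radial glia, by 0.34 (adjusted p = 6.65e-04), Nr2e1, an orphan nuclear receptor needed for self-renewal, by 0.48 (adjusted p = 0.0398), and the intermediate filament gene Vim fell by 0.40 (adjusted p = 0.0256). In C2, 0 of the 18 genes rose and 0 fell (4 and 2 when adjusted over the list alone, 5 and 4 at an unadjusted p under 0.05; list adjusted p = 0.858). The other probe set of Pax6 had a C4 difference of 0.24 (adjusted p = 0.576), and with the mean over its probe sets Pax6 did not pass (0.22, adjusted p = 0.133).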

The expression of *Sox2, Pax6* and *Olig2* (not shown), which are considered markers of neural stem and progenitor cells [11], [36], [41], [42], [43], was similar in the three conditions studied. By contrast, other genes were differentially expressed (upregulated) in C4 versus control cultures, including the *phospholipase A2 group VII (platelet-activating factor acetylhydrolase*; *Pla2g7)*, *alpha B Crystallin (Cryab)*, *N-myc downstream regulated gene2* (*Ndrg2)*, *down syndrome cell adhesion molecule like (Dscaml1)* and *G-protein-coupled receptor* (*Gpr17)* (see below). 

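Pla2g7 (Entrez gene 27226, chromosome 17 from 43567994 to 43612202), a phospholipase that breaks down platelet-activating factor and oxidised phospholipids, had a mean of 7.12 ± 0.089 in Ctr, 7.39 ± 0.023 in C2 and 9.85 ± 0.077 in C4 (SD, n = 3 arrays). It rose by 2.73 (standard error 0.054, adjusted p = 7.16e-06) in C4, which is 6.65-fold, and its C2 difference was 0.27 (adjusted p = 0.0812). Cryab (Entrez gene 12955, chromosome 9 from 50745951 to 50756636), a small heat shock protein, had 8.39 ± 0.078, 8.39 ± 0.15 and 9.86 ± 0.10. It rose by 1.47 (standard error 0.088, adjusted p = 3.99e-04) in C4. Dscaml1 (Entrez gene 114873, chromosome 9 from 45427433 to 45753713), a cell adhesion molecule of the immunoglobulin superfamily, rose by 2.20 (standard error 0.12, adjusted p = 2.84e-04) in C4, while its C2 difference was -0.042 (adjusted p = 1). Ndrg2 (Entrez gene 29811, chromosome 14 from 51905271 to 51914004), a gene found in astrocytes, rose by 1.72 (standard error 0.12, adjusted p = 7.16e-04) in C4 and fell by 1.01 in C2 (adjusted p = 0.0164). Gpr17 (Entrez gene 574402, chromosome 18 from 31942999 to 31949890), a receptor of oligodendrocyte precursors, had 4.83 ± 0.072, 3.12 ± 0.50 and 7.53 ± 0.19. It rose by 2.70 (standard error 0.24, adjusted p = 0.00171) in C4, and its C2 difference was -1.71 (adjusted p = 0.0272), against a C2 mean near the floor of the arrays, so that this fold is not measured well. The differences between C4 and C2 were 2.47 for Pla2g7, 1.47 for Cryab, 2.24 for Dscaml1, 2.73 for Ndrg2 and 4.41 for Gpr17, the last against the same C2 mean near the floor, each with an adjusted p of at most 3.48e-04. A second probe set of Cryab rose by 1.98 (adjusted p = 1.20e-04). The C2 call of Ndrg2 was lost with limma's robust option, with only the arrays of the 2 groups, with the replicate number as a block and without C2 replicate 3 or any 1 of the Ctr replicates (adjusted p = 0.0503 to 0.0808). That of Gpr17 was lost with the same 3 settings and without C2 replicate 1, C4 replicate 2, C4 replicate 3 or any 1 of the Ctr replicates (adjusted p = 0.0531 to 0.104).

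**Figure D1:**
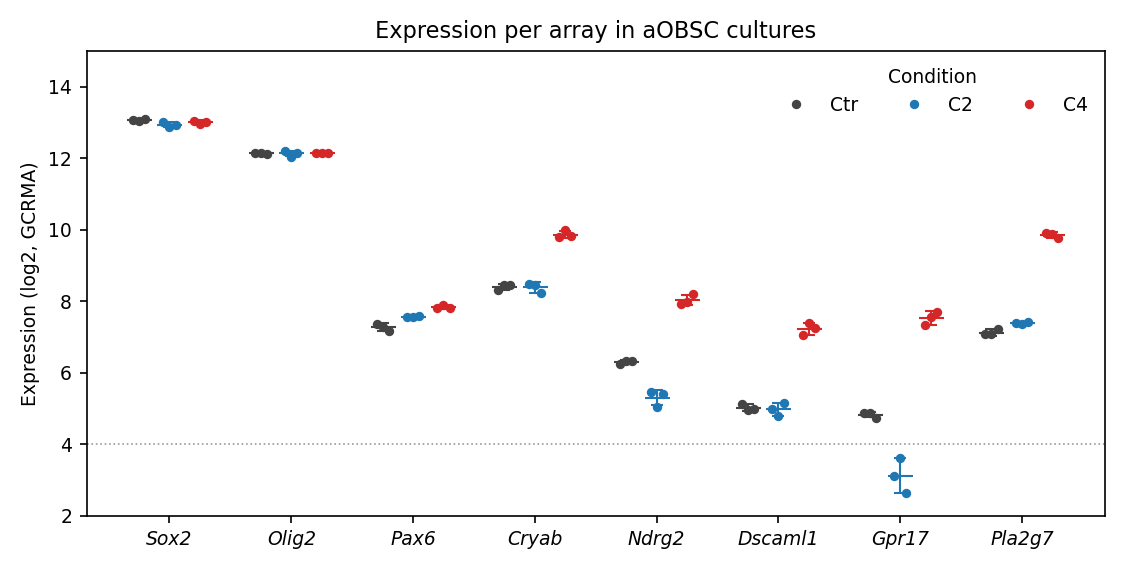
Log2 GCRMA value of 8 genes on each array, by condition (Ctr, C2 and C4, 3 arrays each). Dots are single arrays, and bars are the mean ± SD of the 3 arrays; the dotted line is a value of 4, under which a condition is near the floor of the arrays. Pla2g7 lies at 9.85 on average in C4, and Sox2 and Olig2 lie at similar values in the 3 conditions.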

We performed a Gene Ontology (GO) analysis of genes differentially expressed in C4 versus control cultures (Fig. 7 C-D; Fig. S9), dividing each GO analysis into two parts. When we searched the terms most often associated with a particular gene ontology category (molecular function, biological process or cellular component), in the “biological process” category the frequency of GO terms was highest for genes associated with the “regulation of cellular process” term, followed by “response to stimulus” and “developmental process” (see pie chart in Fig. 7 C).

**Figure 7:**
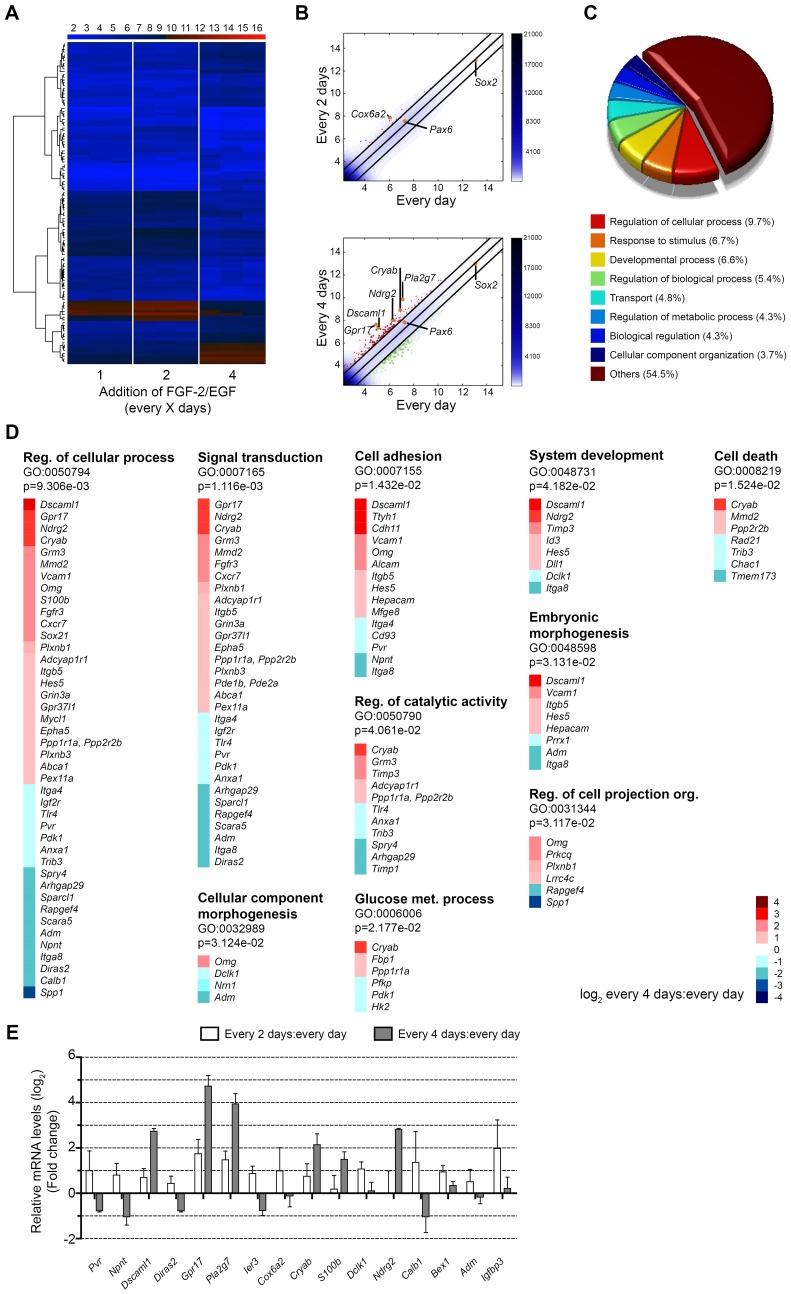
RNA expression in aOBSCs reveals previously undescribed genes involved in NSC death, survival and the initiation of differentiation. aOBSCs (prepared from 7- and 15-month old mice) were cultured and passaged as floating neurospheres as described in Fig. 1. The relative mRNA levels were analyzed using microarray and real time RT-qPCR techniques. (**A**) The heat map was generated using probes with a range of variation between samples of at least 2 and a FDR <0.01. The color bar at the top represents the gene expression in a log_2_ scale: the higher the gene expression level, the redder the color. (**B**) Pairwise scatter plots of the C2 (top) and C4 (lower) conditions relative to the Ctr condition. The black lines define the boundaries of the two-fold changes in gene expression between paired samples. Genes up-regulated in ordinate versus abscissas samples are shown in red circles, while down-regulated genes are shown in green. Orange dots indicate the positions of some key genes, including markers of NSCs (*Sox2* and *Pax6*) and of upregulated genes (*Cox6a2, Pla2g7, Cryab, Ndrg2, Dscaml1 and Gpr17*). The color bar to the right indicates the scattering density, whereby the higher the scattering density, the darker the blue color. (**C**) The pie chart shows the frequency of GO terms in the “biological process” category. (**D**) GO enrichment analysis revealed up to 10 GO terms that were statistically enriched in C4 cultures when compared with the controls. (**E**) The graph shows the relative changes in the mRNA levels of selected transcripts expressed in C2 and C4 cultures when compared with controls, and as measured by real time RT-qPCR. The aOBSCs supplemented every 4 days with growth factors exhibited alterations in genes involved in cell death and survival (*Cryab*), lipid catabolic processes (*Pla2g7*), cell adhesion (*Dscaml1*), cell differentiation (*Dscaml1*, *Gpr17*, *S100b, Ndrg2*) and signal transduction (*Gpr17*, *Ndrg2).* The results represent the mean ± SEM of 3 experiments.

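Genes of glucose breakdown and of the response to low oxygen were lower in C4 than in Ctr, and matrix and integrin genes moved in both directions. Pfkp, which encodes the platelet form of phosphofructokinase, had a mean of 6.96 ± 0.15 in Ctr and 4.77 ± 0.029 in C4 (SD, n = 3 arrays), a log2 difference of -2.19 (standard error 0.088, adjusted p = 1.23e-04). Hk2 (hexokinase 2) had a difference of -1.27 (adjusted p = 2.34e-04) and the glucose transporter gene Slc2a1 one of -0.59 (adjusted p = 6.67e-04). Of 20 measured genes of hypoxia and glycolysis, 17 fell and 0 rose (17 and 0 when adjusted over the list alone, 18 and 0 at an unadjusted p under 0.05; adjusted p = 1.08e-20 from camera, and adjusted p = 0.00211 with an estimated correlation). Of 32 genes of integrins, matrix and matrix inhibitors, 5 fell and 3 rose (7 and 6 when adjusted over the list alone). The lower ones were the integrin genes Itga4 (-0.83) and Itga8 (-2.28, with a C4 mean near the floor), the integrin ligand gene Npnt, tenascin C (Tnc, -0.72) and Timp1, an inhibitor of matrix metalloproteinases, which fell by 1.73 (adjusted p = 9.44e-04). The higher ones were Itgb5 (0.75), Timp3 (1.18) and Timp4 (0.22). The list was lower on average, with adjusted p = 0.0379 (adjusted p = 0.128 with an estimated correlation). Of 21 apoptosis genes, 3 fell and 0 rose (3 and 0 when adjusted over the list alone, 6 and 0 at an unadjusted p under 0.05): Bid, which promotes cell death (-0.56), and Bcl2l1 (-0.39) and Mcl1 (-0.21), which protect from it. The list had adjusted p = 0.0277 (adjusted p = 0.112 with an estimated correlation). Of 14 heat shock proteins and chaperones, Cryab and Dnaja1 (0.38) rose and Hsp90aa1 (-0.30) and Hspd1 (-0.21) fell (2 and 3 when adjusted over the list alone; list adjusted p = 0.573; the mean was 0.065 although the direction of the test was down). On other probe sets, Bid (-0.35), Tnc (-0.57) and Hsp90aa1 (-0.15 and -0.32) did not pass in C4, Mcl1 passed on 1 (-0.41, adjusted p = 0.00594) and had 0.019 to -0.24 on the rest, and Dnaja1 had 0.75 (adjusted p = 1.45e-04) and -0.30 (adjusted p = 0.417). In a hypergeometric test, 126 genes higher and 96 genes lower by at least 1 in C4 on any 1 of their probe sets were set against a background of 1530 genes with a probe set whose values ranged over at least 1 log2 unit, and p-values were adjusted over all lists and both directions. Among the lower genes were 5 of the 6 hypoxia and glycolysis genes in the background (adjusted p = 1.46e-04) and 4 of the 11 integrin and matrix genes (adjusted p = 0.0330), Itga4 by another probe set than the one above; among the higher genes were 6 of 9 astrocyte genes (adjusted p = 3.68e-04). These counts are not fully independent evidence, since they hold genes that the study picked on these samples (Adm, Npnt, Fgfr3, Ndrg2 and S100b). The integrin list did not pass with each array centred on its median, a repeated quantile normalization, the mean over the probe sets of a gene, only the arrays of the 2 groups, or the probe sets that may cross-hybridise removed. It also did not pass without C2 replicate 3, C4 replicate 1, C4 replicate 2 or Ctr replicate 2 (adjusted p = 0.0523 to 0.123 over all these settings). The apoptosis list did not pass with each array centred on its median (0.0733), with a filter on dim probe sets (0.0758) or without C4 replicate 1 (0.0891), C4 replicate 2 (0.0508) or Ctr replicate 1 (0.0654). Without the probe sets that may cross-hybridise, Mcl1 had a difference of 0.019.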

The GO significance analysis of enrichment revealed 10 significant GO terms associated with the genes differentially expressed in the C4 versus the Ctr group: “regulation of cellular process”; “signal transduction”; “cell adhesion”; “system development”; “cell death”; “regulation of catalytic activity”; “embryonic morphogenesis”; “cellular component morphogenesis”; “glucose metabolic process”; and “regulation of cell projection organization”. Among the upregulated genes in the C4 condition associated with such GO terms, we found *Cryab, Dscaml1, Ndrg2* and *Gpr17*, among others (Fig. 7 D). These genes have been implicated in cell death and survival (*Cryab*) [44], [45], [46], cell adhesion and neuronal differentiation (*Dscaml1*) [47], [48], signal transduction and both, neuronal and glia differentiation (*Gpr17*, *Ndrg2*) [49], [50], [51], [52], [53], [54], [55]. We also found genes, such as *Spry4* and *Adm* that had expression levels markedly lower in C4 conditions than in control cultures and that may be important for the control of cell proliferation and FGF-2 mediated signaling [28], [40], [56], [57]. Similarly, the expression of *Calb1* (*Calbindin*) was downregulated in the C4 condition. 

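Spry4 (Entrez gene 24066, chromosome 18 from 38586247 to 38601347), an inhibitor of FGF receptor signalling that is itself induced by it, had a mean of 10.32 ± 0.23 in Ctr, 9.79 ± 0.048 in C2 and 8.87 ± 0.15 in C4 (SD, n = 3 arrays). It fell by 1.46 in C4 (standard error 0.13, adjusted p = 0.00145), and its C2 difference was -0.53 (adjusted p = 0.126). Its further probe sets had C4 differences of -1.03 (adjusted p = 0.00551) and -0.57 (adjusted p = 0.128). Adm (Entrez gene 11535, chromosome 7 from 110627657 to 110629820), which encodes the peptide hormone adrenomedullin, had 10.01 ± 0.18, 9.49 ± 0.043 and 8.74 ± 0.17. It fell by 1.27 in C4 (standard error 0.11, adjusted p = 0.00161). Its C2 difference was -0.53 (adjusted p = 0.092), while its second probe set fell in C2 by 0.69 (adjusted p = 0.0146). The feedback and target genes of FGF and ERK signalling moved in 2 directions in C4. Of 21 measured genes, 8 fell and 4 rose (11 and 6 when adjusted over the list alone). The lower ones included the feedback inhibitors Spry1 (-0.62, adjusted p = 7.66e-04) and Dusp6, a phosphatase that acts on ERK (-0.57, adjusted p = 8.75e-04), and the cyclin gene Ccnd1 (-0.48, adjusted p = 0.00759). The higher ones were the immediate early genes Fos (0.55, adjusted p = 2.34e-04), Egr1 (0.50, adjusted p = 6.89e-04), Egr2 (0.48, adjusted p = 9.69e-04) and Ier2 (0.58, adjusted p = 9.83e-04), which respond to growth factors within a short time. As a whole the list was lower in C4 (mean log2 difference -0.16, adjusted p = 0.00634; adjusted p = 0.112 with an estimated correlation). In C2, 3 genes fell and 0 rose (4 and 0 when adjusted over the list alone, 5 and 0 at an unadjusted p under 0.05): Egr2 (-0.26), Phlda1 (-0.42) and Ier3. The list's adjusted p in C2 was 8.03e-05 (adjusted p = 0.0639 with an estimated correlation). With each array centred on its median, the list did not pass in C4 (adjusted p = 0.0646).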

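Calb1 (Entrez gene 12307, chromosome 4 from 15881264 to 15906709), which encodes the calcium-binding protein calbindin of neurons, had a mean of 4.44 ± 0.40 in Ctr, 3.98 ± 0.27 in C2 and 2.61 ± 0.17 in C4 (SD, n = 3 arrays). It fell by 1.82 in C4 (standard error 0.23, adjusted p = 0.00648), and the C2 difference of -0.46 (adjusted p = 0.653) did not pass the test. The C2 and C4 means are near the floor of the arrays, so that the fold is not measured well. Of 22 measured genes of neuroblasts and neurons, 8 were over the floor. Of the 22, Calb1 and Gad1, a synthetic enzyme of GABA (-0.37, adjusted p = 0.0152), fell in C4, and Cd24a rose (2 and 1 when adjusted over the list alone). The list as a whole did not pass in C4 (adjusted p = 0.617) or in C2 (adjusted p = 0.222), where Cd24a was the 1 gene that passed and was lower. Spry4, Adm and Calb1, which the paper names as lower in C4 on the arrays, fell on the arrays (3 of 3, also when adjusted over the list alone, which is not independent evidence because the study chose them on these samples; adjusted p = 8.04e-06 as a list). The other probe set of Gad1 did not pass in C4 (adjusted p = 1). The Gad1 call was lost with limma's robust option, with only the arrays of the 2 groups, with the replicate number as a block and without C4 replicate 1, C4 replicate 2 or Ctr replicate 1 (adjusted p = 0.0504 to 0.0731). With a filter on dim probe sets, the list passed in C2 (adjusted p = 0.00999).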

Calbindin is involved in neuronal survival and differentiation in response to neurotrophins and FGF-2 [58], [59], [60], [61]. In contrast, the levels of *S100b* (a Ca-binding protein) and *Fgfr3* were increased in the C4 condition, two genes expressed in cells of the astrocyte lineage [62], [63].

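S100b (Entrez gene 20203, chromosome 10 from 76253836 to 76261319) had a mean of 7.24 ± 0.19 in Ctr, 7.81 ± 0.056 in C2 and 8.29 ± 0.17 in C4 (SD, n = 3 arrays). It rose by 1.05 (standard error 0.12, adjusted p = 0.00407) in C4. Its C2 difference was 0.57 (adjusted p = 0.0845). Fgfr3 (Entrez gene 14184, chromosome 5 from 33721724 to 33737068), a receptor of FGFs, had 8.68 ± 0.069, 8.58 ± 0.20 and 9.78 ± 0.062. It rose by 1.10 (standard error 0.10, adjusted p = 0.00176) in C4, with a C2 difference of -0.10 (adjusted p = 0.878). The second probe sets of S100b and Fgfr3 rose by 1.51 (adjusted p = 0.00363) and 2.02 (adjusted p = 0.00387). Of 19 measured astrocyte genes, 12 rose in C4 and 0 fell (14 and 0 when adjusted over the list alone, 14 and 0 at an unadjusted p under 0.05), with a mean log2 difference of 0.59. The list was higher in camera (adjusted p = 1.53e-11, and adjusted p = 0.00982 with an estimated correlation). Cst3, which encodes the secreted protease inhibitor cystatin C, rose by 0.82 (standard error 0.024, adjusted p = 3.77e-05), and the apolipoprotein gene Apoe by 0.73 (standard error 0.033, adjusted p = 1.58e-04). Aldh1l1, a folate enzyme of astrocytes, rose by 1.11 (adjusted p = 7.83e-04) in C4 and fell by 0.76 in C2 (adjusted p = 0.0107). The water channel gene Aqp4 rose by 0.72 (adjusted p = 0.0108) in C4. Gfap, the intermediate filament of mature astrocytes, had a C4 difference of 0.11 (adjusted p = 1) and means under 4, near the floor of the arrays. In C2, Apoe rose and Aldh1l1 and Ndrg2 fell (4 and 4 when adjusted over the list alone), and the list did not pass (adjusted p = 0.939). Between C4 and C2 directly, 10 of the 19 genes were higher in C4 and 0 were lower (13 and 0 when adjusted over the list alone, 15 and 0 at an unadjusted p under 0.05; adjusted p = 2.60e-13, and adjusted p = 0.0064 with an estimated correlation).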

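Several genes of lipid breakdown and fatty acid oxidation were higher in C4. Decr1 (Entrez gene 67460, chromosome 4 from 15917240 to 15945377), a mitochondrial enzyme of the oxidation of unsaturated fatty acids, had a mean of 6.58 ± 0.059 in Ctr, 6.80 ± 0.15 in C2 and 8.19 ± 0.073 in C4 (SD, n = 3 arrays). It rose by 1.61 (standard error 0.080, adjusted p = 2.09e-04) in C4. Mgll (Entrez gene 23945, chromosome 6 from 88724412 to 88828360), which encodes monoglyceride lipase, rose by 1.53 (standard error 0.077, adjusted p = 2.12e-04). Acadl, a dehydrogenase of long-chain fatty acids, rose by 0.73 (adjusted p = 6.67e-04) in C4 and 0.57 (adjusted p = 0.00678) in C2. Of 17 measured genes of the list, 10 rose in C4 and 1, Hadhb, fell by 0.27 (adjusted p = 0.0149; 11 and 1 when adjusted over the list alone). The list's mean log2 difference was 0.53 (adjusted p = 1.73e-07; adjusted p = 0.0521 with an estimated correlation). In C2, Acadl, Acadm (0.20) and Cpt1a (0.36) rose and Hadhb fell (4 and 1 when adjusted over the list alone), with a list mean of 0.094 (adjusted p = 0.014; adjusted p = 0.322 with an estimated correlation). Of the 4 genes of the list whose values ranged over at least 1 log2 unit, 3 were among the genes higher by at least 1 in C4, namely Decr1, Mgll and Pla2g7 (adjusted p = 0.0298 from the hypergeometric test, which is not fully independent evidence, since the study picked Pla2g7 on these samples). Of 9 target genes of the sterol receptor LXR, which control cholesterol export, Abca1, a cholesterol exporter, rose by 0.69 (adjusted p = 0.00153) in C4, and Apoe also rose (2 and 0 when adjusted over the list alone; list adjusted p = 0.0138; adjusted p = 0.105 with an estimated correlation). In C2, the lipid list did not pass with a filter on dim probe sets (adjusted p = 0.104) or without Ctr replicate 1 (adjusted p = 0.0894).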

When the GO term enrichment analysis was performed for genes that were upregulated in the C4 versus Ctr conditions, we found as significantly enriched GO term the “lipid catabolic process”, which includes the highly upregulated gene *Pla2g7,* involved in the breakdown of toxic oxidized phospholipid products (Fig. S7A; Fig. 7) [64], [65]. In the analysis of downregulated genes in C4 cultures we found *Spry4 and Adm*. These genes are involved in cell proliferation [28], [56], [57] and were annotated within the significantly enriched GO terms, “regulation of kinase activity” and “response to peptide hormone stimulus” (Fig. S7 B).

To validate the differential expression of genes that were up- or down-regulated in C2 and C4 versus control cultures and that were associated with enriched GO terms, RNA extracts were analyzed by quantitative RT-PCR (RT-qPCR; Fig. 7E) using the primers listed in Table S1. 

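Ier3 (Entrez gene 15937, chromosome 17 from 35821713 to 35822911), an immediate early gene of growth factor and stress signalling, had a mean of 10.29 ± 0.058 in Ctr, 9.66 ± 0.013 in C2 and 8.78 ± 0.016 in C4 (SD, n = 3 arrays). It fell in C4 by 1.51 (standard error 0.028, adjusted p = 7.16e-06) and in C2 by 0.62 (adjusted p = 0.00103). Cox6a2 (Entrez gene 12862, chromosome 7 from 128205435 to 128206366), a subunit of cytochrome c oxidase, had 6.05 ± 0.17, 7.88 ± 0.13 and 5.61 ± 0.13. It rose in C2 by 1.83 (standard error 0.11, adjusted p = 0.00227), while its C4 difference of -0.45 (adjusted p = 0.0824) did not pass the test. Bex1 (Entrez gene 19716, chromosome X from 136213972 to 136215513), a brain-expressed signalling adaptor, had 10.19 ± 0.11, 9.46 ± 0.13 and 9.28 ± 0.13, with differences of -0.91 (standard error 0.10, adjusted p = 0.00321) in C4 and -0.73 (adjusted p = 0.0225) in C2. Igfbp3 (Entrez gene 16009, chromosome 11 from 7206086 to 7215498), a binding protein of insulin-like growth factors, had 12.06 ± 0.059, 12.25 ± 0.057 and 11.09 ± 0.10. It fell in C4 by 0.96 (standard error 0.059, adjusted p = 4.51e-04), with a C2 difference of 0.19 (adjusted p = 0.257). Of the 16 genes that the study chose for RT-qPCR, 6 rose and 9 fell on the C4 arrays, and the same counts were 6 and 10 when adjusted over the list alone, which is not independent evidence. Npnt, which encodes the integrin ligand nephronectin, fell in C4 by 1.95 (adjusted p = 2.04e-04), the small GTPase gene Diras2 by 1.51 (adjusted p = 1.22e-04), Pvr, a cell adhesion receptor, by 1.26 (adjusted p = 3.53e-05) and Dclk1, a kinase that binds microtubules, by 0.75 (adjusted p = 0.00269). In C2, 1 gene, Cox6a2, rose and 7 fell (4 and 9 when adjusted over the list alone), among them Npnt (-0.72), Diras2 (-0.64) and Pvr (-0.28). Diras2 did not pass on its other probe set in C4 (-0.46, adjusted p = 0.402) or C2 (-0.22, adjusted p = 0.855), nor did Npnt in C2 (-0.48, adjusted p = 0.302). Of the further probe sets of Pvr, 1 passed in C2 (-0.65, adjusted p = 0.0276) and the others had -0.30 to -0.38, and 2 of those of Dclk1 did not pass in C4 (-0.30 and -0.33, adjusted p = 0.0708 and 0.395). With limma's robust option the C2 calls of Bex1, Npnt, Diras2 and Pvr were lost. That of Bex1 was also lost without C2 replicate 2, C2 replicate 3, Ctr replicate 2 or Ctr replicate 3 (adjusted p = 0.0633 to 0.0981 over its settings). Those of Npnt and Pvr were lost, respectively, without any 1 of the C2 replicates, Ctr replicate 1 or Ctr replicate 2 (adjusted p = 0.0559 to 0.324) and without C2 replicate 1, C2 replicate 3, Ctr replicate 2 or Ctr replicate 3 (0.0577 to 0.609). With each array centred on its median, Cox6a2 passed as lower in C4 (adjusted p = 0.049), as it did with a filter on dim probe sets (0.019).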

We also measured the expression of other genes (*Ier3, Cox6a2, Bex1 and Igfbp3*) that were differentially expressed in the global microarray analysis by at least two fold but that were not associated with enriched GO terms. This analysis was also extended to RNA extracts from eOBSCs grown in all three FGF-2/EGF administration regimes (Fig. S8). A strong correlation was observed between the microarray and RT-qPCR results (coefficient of determination, R^2^ = 0.8477; Fig. S9). Indeed, expression of *Dscaml1*, *Gpr17*, *Pla2g7*, *Cryab*, *S100b* and *Ndrg2* was more than one-fold greater (in log_2_ scale) in C4 versus Ctr cultures, while *Gpr17*, Pla2g7, *Calb1* and *Igfbp3* were also upregulated in C2 cultures when compared with controls (Figure 7 E). Furthermore, the expression levels of *Dscaml1*, *Gpr17*, *Pla2g7* and *Ndgr2* were more than one-fold higher in C4 and C2 eOBSC cultures with respect to the corresponding controls (Fig. S8). Of the downregulated genes analyzed, only the expression of *Npnt* and *Calb1* was lower in C4 aOBSC cultures than in the controls (Fig. 7 E), although the expression of *Ier3* was also reduced in C4 eOBSC cultures by one-fold (Fig. S8). 

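Several receptors of axon guidance cues and of neurotransmitters were higher in C4. Plxnb1 (Entrez gene 235611, chromosome 9 from 109093849 to 109119915), a semaphorin receptor, had a mean of 4.56 ± 0.16 in Ctr, 4.60 ± 0.15 in C2 and 6.05 ± 0.14 in C4 (SD, n = 3 arrays). It rose by 1.49 (standard error 0.12, adjusted p = 9.82e-04) in C4. Plxnb3, of the same receptor family, rose by 0.66 (adjusted p = 0.00218), and Srgap3, which acts on Rac downstream of Slit and Robo, by 1.02 (adjusted p = 0.00897). Grm3 (Entrez gene 108069, chromosome 5 from 9485236 to 9725352), a metabotropic glutamate receptor, had 6.89 ± 0.025, 6.70 ± 0.13 and 8.94 ± 0.14. It rose by 2.05 (standard error 0.086, adjusted p = 1.43e-04) in C4. Grin3a, a subunit of NMDA receptors, rose by 1.24 (adjusted p = 0.0011), Adcyap1r1, the receptor of the peptide PACAP, by 1.06 (adjusted p = 0.00193), and Gabbr1, a subunit of the GABA-B receptor, by 1.08 (adjusted p = 0.021). The netrin receptor gene Dcc (0.54, adjusted p = 0.386), the ephrin receptor gene Epha5 (0.40, adjusted p = 0.123) and Lpar4, a receptor of lysophosphatidic acid whose means were near the floor (1.09, adjusted p = 0.179), did not pass in C4. Other probe sets passed: 1 of Dcc rose by 1.08 (adjusted p = 0.0187), and 2 of Epha5 rose by 0.82 (adjusted p = 0.00649) and 1.25 (adjusted p = 0.0230). Thus 3 of the 5 genes that the study names for axon guidance and 4 of the 5 that it names for neuroactive ligands rose (4 and 5 when adjusted over the list alone, which is not independent evidence; adjusted p = 3.50e-05 and 1.43e-06 as lists). Among 53 measured ligands and receptors of axon guidance, 29 were over the floor, 4 rose and 4 fell in C4 (4 and 5 when adjusted over the list alone). Besides Plxnb1, Plxnb3 and Srgap3, Plxnc1 rose (0.49), and the netrin receptor gene Unc5b (-0.94), the semaphorin receptor gene Nrp1 (-0.65), Ntn4 (-0.37) and Efnb1 (-0.15) fell. The list did not pass in camera (adjusted p = 0.573), where its mean was 0.02 and the direction of the test was down, while 5 of the 13 genes in the hypergeometric background, the same 5 that the study names, were among those higher by at least 1 on any 1 of their probe sets, Dcc, Epha5 and Plxnb3 by others than those of highest mean (adjusted p = 0.0305). In C2, 0 of the 53 genes rose in limma's test (5 at an unadjusted p under 0.05, 2 when adjusted over the list alone) and 3 fell, Efnb1 (-0.15), Plxnb3 (-0.45) and Plxnc1 (-0.26), and the list did not pass (adjusted p = 0.238). Of 29 glutamate and GABA receptor genes, 13 were over the floor, and 7 rose and 0 fell in C4 (7 and 1 when adjusted over the list alone, 8 and 2 at an unadjusted p under 0.05; list adjusted p = 0.0675). They included the AMPA receptor genes Gria2 (0.75) and Gria4 (0.64). Plxnb1 (0.28, adjusted p = 0.37), Gria4 (-0.15, adjusted p = 0.632) and Gabbr1 (0.53 and 0.015, adjusted p = 0.55 and 1) did not pass on further probe sets. With the mean over the probe sets of a gene, Dcc (0.51) and Epha5 (0.66) passed and Gabbr1 (0.41) did not. Gabbr1 also did not pass without C4 replicate 2, C4 replicate 3, Ctr replicate 2 or Ctr replicate 3 (adjusted p = 0.0573 to 0.0982 over its settings), and Lpar4 passed without C4 replicate 1 (1.55). The list of glutamate and GABA receptors passed with limma's robust option, a filter on dim probe sets, a repeated quantile normalization, only the arrays of the 2 groups, without C4 replicate 2 and without Ctr replicate 2 (adjusted p = 0.0224 to 0.0469).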

A Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis revealed that the “Axon guidance” and “Neuroactive ligand receptor interaction” pathways were significantly enriched in C4 cultures (Fig. 8). Some of the genes in the KEGG analysis were the same as those upregulated in the C4 group in the global profiling analysis, or they belonged to the same gene family. These included *Dcc*, *Plxnb1* and *EphA,* which are involved in the regulation of axon outgrowth and repulsion [48], [66], and *Grm3* and *Grin3a* that play a role in metabotropic glutamate signaling (Fig. 7 D) [67], [68].

**Figure 8:**
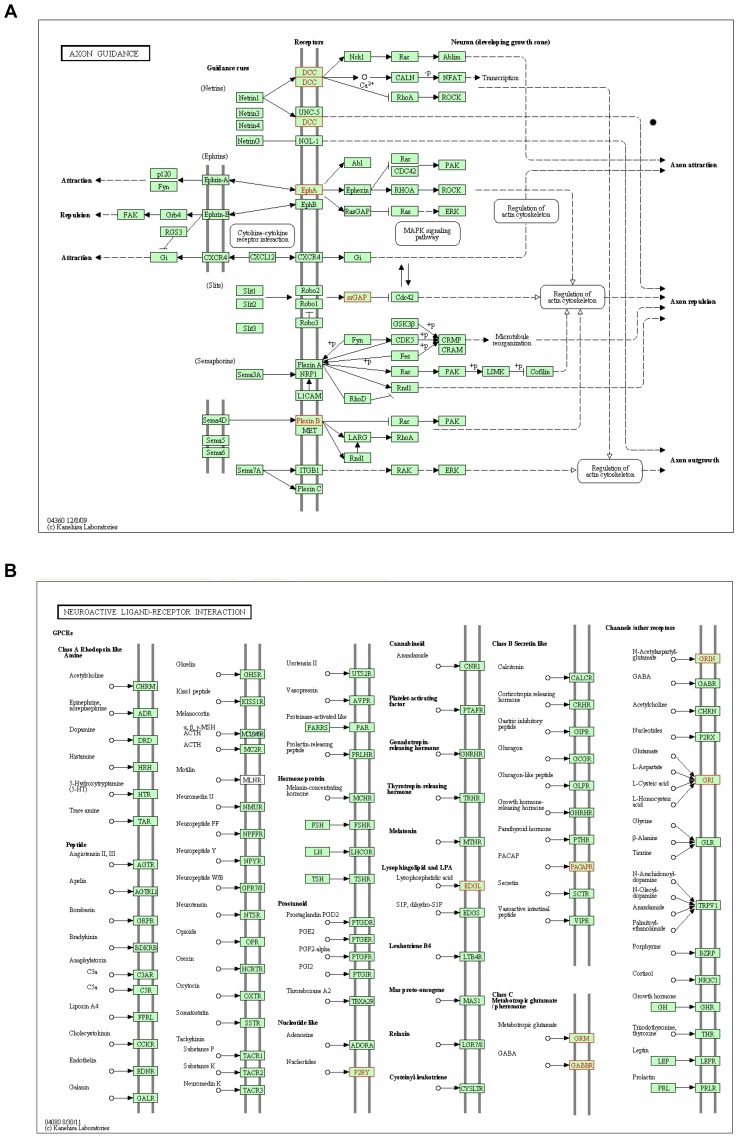
Maps of the KEGG significantly enriched pathways associated with genes upregulated in C4 versus control cultures. The KEGG pathway enrichment analysis revealed two significantly enriched pathways with the following maps. (**A**) axon guidance (*p* = 6.274e-03; *Dcc, Eph5a, Plxnb1, Plxnb3 and Srgap3*); and (**B**) neuroactive ligand-receptor interaction (*p* = 1.834e−02; *Adcyap1r1, Gabbr1, Grin3a, Grm3 and Lpar4*). In each map the upregulated genes are depicted in red.

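Several genes of glial cells and of the Notch pathway were higher in C4 than in Ctr. Of 20 measured genes of the oligodendrocyte lineage, 8 rose in C4 and 0 fell (9 and 0 when adjusted over the list alone, 9 and 0 at an unadjusted p under 0.05). Pdgfra, the PDGF receptor of oligodendrocyte precursors, rose by 0.94 (adjusted p = 0.0177) and the proteoglycan gene Cspg4 by 0.61 (adjusted p = 0.0285), as did Gpr17 and Omg. The list had adjusted p = 9.62e-04 (adjusted p = 0.112 with an estimated correlation). In C2, Gpr17 and Cnp (-0.29) fell and 0 genes rose (2 and 0 when adjusted over the list alone, 4 and 0 at an unadjusted p under 0.05; adjusted p = 0.00234; adjusted p = 0.278 with an estimated correlation). Of 16 measured genes of the Notch pathway, 9 rose and 2 fell in C4 (9 and 2 when adjusted over the list alone). The Notch ligand gene Dll3 rose by 1.31 (standard error 0.071, adjusted p = 2.92e-04) and Dll1 by 1.13 (adjusted p = 0.00421), the feedback inhibitor gene Nrarp rose by 0.91 (adjusted p = 3.63e-04), and Jag1 and Rbpj, the DNA-binding factor of the pathway (-0.46, adjusted p = 0.0013), fell. The list had adjusted p = 0.00214 (adjusted p = 0.105 with an estimated correlation). In C2, Jag1 rose and Dll3 (-0.55) and Rbpj (-0.39) fell, and the list did not pass (adjusted p = 0.523). Of 18 BMP and Id genes, Id4 (1.46, adjusted p = 8.75e-04), Id3 (1.05, adjusted p = 7.29e-04), Bmpr1b (0.81) and Smad5 (0.53) rose and Id2 fell by 0.97 (adjusted p = 0.00139; 6 and 2 when adjusted over the list alone), and the list did not pass (adjusted p = 0.0944). Of 29 lists of genes, 15 passed in C4 and 8 in C2, 10 of these 23 calls as higher and 13 as lower; with an estimated correlation 8 calls passed, 2 as higher and 6 as lower. limma's fry asks whether the genes of a list move on balance one way, without comparing them with other genes. Its C4 adjusted p was 2.63e-04 for the oligodendrocyte lineage and 2.63e-04 for the Notch pathway. Lists that did not pass camera also passed fry in C4, such as microglia and macrophages (adjusted p = 2.67e-04 from fry and 0.165 from camera). Passing fry thus adds little to the oligodendrocyte and Notch calls. From its genome-wide profiling, the paper concludes that a lower frequency of FGF-2/EGF addition alters genes of cell death and protection and of neuronal and glial differentiation. Other probe sets of Rbpj (-0.23 and -0.14) and Bmpr1b (0.24 and 0.60) in C4, and of Rbpj (-0.20 and -0.23) and Cnp (-0.14 and -0.15) in C2, did not pass. The BMP and Id list passed without the probe sets that may cross-hybridise (adjusted p = 0.0396) and without C4 replicate 3 (0.0472). The oligodendrocyte list did not pass in C2 without Ctr replicate 1 (adjusted p = 0.0783).

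**Figure D2:**
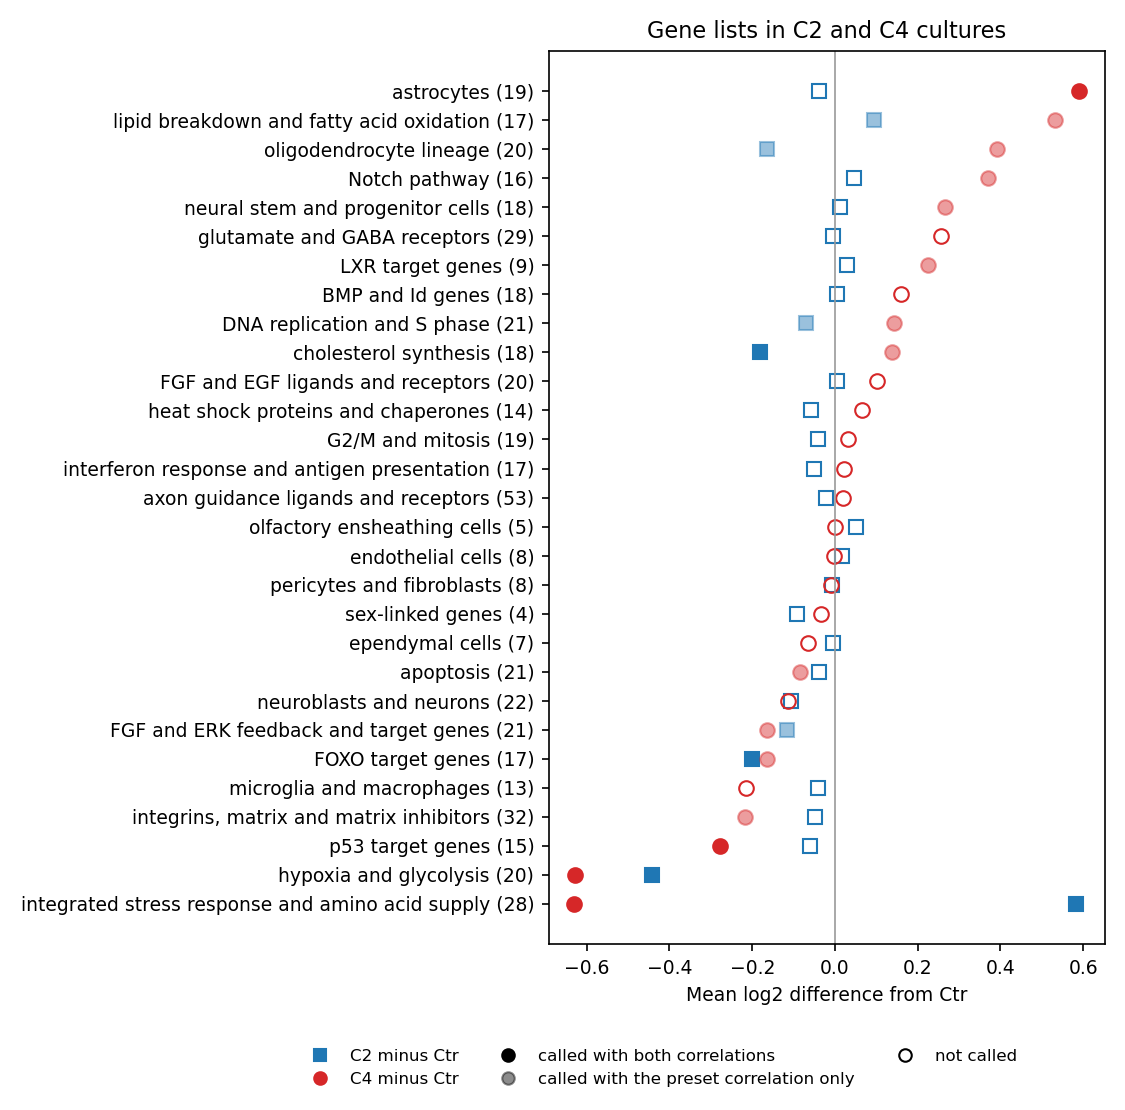
Mean log2 difference from Ctr of the genes of 29 lists, with the number of measured genes of each list in parentheses. Red circles are C4 minus Ctr and blue squares are C2 minus Ctr (3 arrays per condition); filled symbols are lists that passed at an adjusted p under 0.05 with the preset and with the estimated correlation, pale symbols passed with the preset correlation, and open symbols did not pass.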

Taken together, the results of our genome-wide profiling analysis reveal that reducing the frequency of FGF-2/EGF addition to OBSCs triggers significant changes in the expression of genes implicated in NSC death, protection, as well as in neuronal and glia differentiation.

## Discussion

The combined addition of exogenous FGF-2 and EGF (FGF-2/EGF) is critical to maintain and expand NSC cultures as floating neurospheres [11], [15], [19], [21]. However, while the neurosphere model has been used for two decades, important parameters that may affect the growth of NSCs cultured in this way are yet to be fully standardized, including the periodicity at which FGF-2/EGF should be administered [11], [23]. Moreover, the cellular and molecular mechanisms responsible for the maintenance of NSCs in response to FGF-2/EGF may be complex and they are not completely understood. We previously reported elsewhere that the addition of both FGF-2 and EGF were necessary to yield the maximum number of proliferating cells [11], [19]. Here we used a paradigm of partial FGF-2/EGF deprivation in NSC cultures established from the embryonic and adult OB (eOBSCs and aOBSCs) to study the consequences of such deprivation on cell proliferation, cell cycle progression, cell death and cell differentiation, as well as on the molecular mechanisms acting downstream of these growth factors.

The results reported here indicate that a daily supply of exogenous FGF-2/EGF is critical to maintain the survival and undifferentiated state of OBSCs growing as neurospheres (especially that of aOBSCs), whereas their proliferation appears to be less dependent on a daily supply of these growth factors. Furthermore, we present evidence that the partial deprivation of FGF-2/EGF to cultures induces cell death, cell protection and molecular events associated with cell differentiation. Indeed, our global transcriptome analysis revealed significant changes in 312 genes when FGF-2/EGF were added to the cultures every 4 days (C4 condition), and a GO enrichment analysis of such differentially expressed genes revealed significant differences for 10 GO terms in these conditions. Moreover, the KEGG enrichment analysis showed that two signaling pathways of differentiation were significantly enriched in C4 cultures. These results demonstrate that decreasing the frequency at which FGF-2/EGF is added to aOBSC cultures produces widespread changes at the transcriptome level.

### Both Cell Death and Cell Protection Mechanisms are Induced in Response to Partial Deprivation of FGF-2/EGF

As mentioned above, when FGF-2/EGF were added less often (especially at 4-day intervals), an increase in OBSC death was observed, and this could be the main cellular mechanism underlying the significant reduction in neurosphere volume and the total number of cells in the spheres derived from both aOBSC and eOBSC cultures. In aOBSC cultures (C4 condition), the proportion of cells in the G_0_/G_1_ phase of the cell cycle was slightly higher, and those in the S and G_2_/M phases slightly decreased over time. Along with the significant reduction of BrdU^+^ cells in the C2 cultures, these data suggest that aOBSC proliferation could be affected by partial FGF-2/EGF deprivation, although to a lesser extent than cell survival. By contrast, no consistent changes were detected in cell cycle parameters and BrdU incorporation in eOBSC cultures following partial FGF-2/EGF deprivation. This was an unexpected result as FGF-2 is known to be necessary for progenitor cell proliferation in the developing brain *in vivo* [40], [69], [70], [71], and both FGF-2 and EGF stimulate the proliferation of NSCs and progenitors isolated from the embryonic brain [24], [25], [29], [58], [72], [73], [74], [75]. One possible explanation for the distinct behavior of the two populations could be related to the significantly higher levels of *Fgfr1* (2.4-fold, p<0.001), and to the tendency of *Fgf-2* expression to be higher (2-fold, P = 0.09) in eOBSCs than in aOBSCs. Together, these changes could augment the activity of the FGF-2/FGFR1 signaling pathway in eOBSCs, diminishing the dependence of these cells on exogenous FGF-2. Accordingly, of the two OBSC populations, eOBSCs were less dependent on daily addition of FGF-2/EGF for survival and proliferation. However, a conjunction of minor changes in cell death and in cell cycle progression not detected in our analyses could contribute to the reduction in the total cell number and neurosphere size in the eOBSCs growing under the C4 conditions.

Consistent with the stronger impact of partial FGF-2/EGF deprivation on cell death than on cell proliferation, the GO term “cell division” was not significantly enriched when the FGF-2/EGF administration regime was changed. However, the microarray analysis revealed significant downregulation of the expression of *Spry4* and *Adm* transcripts in the C4 condition. 

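Genes of mitosis did not pass the test as a group, and a few genes of DNA replication were higher in C4. Of 19 measured genes of G2/M and mitosis, 1 rose in C4 and 0 fell (2 and 1 when adjusted over the list alone, 5 and 1 at an unadjusted p under 0.05). It was Nusap1, a microtubule-binding protein of the spindle, which rose by 0.22 (standard error 0.017, adjusted p = 9.65e-04). The list did not pass in C4 (mean log2 difference 0.032, adjusted p = 0.617) or in C2 (adjusted p = 0.222). Of 21 measured genes of DNA replication and S phase, 4 rose and 2 fell in C4 (5 and 2 when adjusted over the list alone). Pcna (Entrez gene 18538, chromosome 2 from 132249286 to 132253180), the sliding clamp of DNA polymerase, had a mean of 12.22 ± 0.077 in Ctr and 12.70 ± 0.024 in C4 (SD, n = 3 arrays). It rose by 0.48 (standard error 0.040, adjusted p = 0.00132). Mcm7, a subunit of the replicative helicase (0.22, adjusted p = 0.00269), Tk1 (thymidine kinase, 0.49, adjusted p = 0.0303) and Rrm1, a subunit of ribonucleotide reductase (0.32, adjusted p = 0.0477), also rose. Cdt1, which loads the helicase (-0.37, adjusted p = 0.00173), and the helicase gene Mcm4 (-0.46, adjusted p = 0.0313) fell. Other probe sets of Mcm7 (0.22, 0.15 and 0.10) and Cdt1 (-0.23) did not pass. The list was higher in C4 (mean log2 difference 0.14, adjusted p = 0.0353; adjusted p = 0.272 with an estimated correlation). In C2, Mcm4 fell by 0.61 (adjusted p = 0.0286) and 0 genes rose (4 and 0 when adjusted over the list alone, 5 and 0 at an unadjusted p under 0.05), and the list was lower (mean -0.069, adjusted p = 0.0156; adjusted p = 0.322 with an estimated correlation). The S phase list did not pass in C4 with a filter on dim probe sets (adjusted p = 0.193), a repeated quantile normalization (0.0713), without C4 replicate 2 (0.123) or without Ctr replicate 1 (0.0581), nor in C2 without Ctr replicate 3 (0.107). The Tk1 call was lost without C2 replicate 1, C4 replicate 1, C4 replicate 2 or any 1 of the Ctr replicates (adjusted p up to 0.107), and the Nusap1 call with limma's robust option (0.0724) and the mean over its probe sets (0.989).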

Although these changes could be important for the control of cell proliferation as Spry4 regulates the FGF-2 signaling pathway and the lack of adrenomedullin alters cell proliferation in the olfactory bulb [28], [56], [57], no significant changes between the three conditions (Ctr, C2 and C4) were observed when the expression of *Adm* was determined by qPCR. Together, our findings suggest that the maintenance of OBSC survival requires a more continuous supply of FGF-2/EGF than is necessary for cell proliferation, possibly because the proliferative signaling activated by FGF-2/EGF lasts longer than that necessary to maintain cell survival, and/or because proliferation is activated by smaller doses of the growth factors. Nonetheless, as previously mentioned, it should be emphasized that when aOBSCs or eOBSCs are plated in the total deprivation of exogenous FGF-2/EGF, the cells stop diving and start to differentiate or die [11], [19].

It could be argued that requiring a constant supply of FGF-2/EGF for NSC survival is solely an *in vitro* adaptation to prevent the cell death caused by the culture conditions, such as maintaining NSCs in a hyperoxic atmosphere and their passage outside the *in vivo* niches in which their survival is likely to be controlled tightly. Although this hypothesis cannot be completely ruled out, it is worth mentioning that together with differentiation, cell death appears to be a natural fate of NSCs and progenitors both during CNS development [25], [76] and adult neurogenesis [77]. Furthermore, physiological aging, brain lesion and neurodegenerative diseases may negatively affect the survival of NSCs *in vivo*, implicating events related to death and inflammation [78], [79]. Accordingly, our findings might be relevant to shed light on the mechanisms that lead to the decrease in NSC number under physiological and pathological conditions, as well as to determine the responses of the cells as protective feedback mechanisms *in vivo*.

Our data show, for the first time, that *Cryab* is upregulated in aOBCs growing under conditions of FGF-2/EGF partial deprivation. *Cryab* codes for a chaperone reported to have anti-apoptotic, neuroprotective and anti-inflammatory functions [44], [45], [46]. Similarly, both aOBSCs and eOBSCs upregulate the *Pla2g7* that is involved in the breakdown of toxic oxidized phospholipid products that provoke apoptosis and necrosis [64], [65]. *Ndrg2* and *Gpr17* were also upregulated in both populations, which in addition to their possible implication in neuronal, astrocyte and oligodendrocyte differentiation, may also be stress-associated proteins and sensors of brain damage [49], [50], [51], [52], [53], [54]. Moreover, the significant upregulation of endogenous *Fgf-2* in aOBSCs and of *Egf* in eOBSCs could be part of the OBSĆs feedback mechanism to promote their survival and maintenance of the undifferentiated state when exogenous FGF-2/EGF are added less frequently. Conversely, the expression of *Calb1* was downregulated in the C4 condition. Calbindin is involved in neuronal survival and differentiation in response to neurotrophins and FGF-2, probably by buffering calcium [58], [59], [60], [61]. Moreover, calbindin and Ca-dependent signaling pathways have recently been implicated in adult NSC maintenance [63].

The potential relevance of our findings *in vivo* is further supported by the reported expression of the aforementioned gene products in the adult OB. *Cryab* mRNA is abundantly expressed in all the layers of the adult OB but only weakly in its subependymal zone (SEZ). *Pla2g7* and *Ndrg2* mRNA transcripts are distributed throughout the OB, including the SEZ, while *Gpr17* mRNA has a more scattered distribution in the OB, mainly in the granule cell layer (GCL) and the external plexiform layer (EPL: see The Allen Brain Atlas). Finally, calbindin is expressed by periglomerular neurons [80].

### Decreasing the Periodicity of FGF-2/EGF Administration Drives Differentiation in Cultured NSC: Molecular Mechanisms

Partial deprivation of FGF-2/EGF induced an increase in aOBSC differentiation during the proliferative phase, as reflected by the significant rise in the proportion of GFAP^+^ astrocytes and the appearance of TuJ1^+^ neurons in aOBSC neurosphere cultures supplied with FGF-2/EGF every 4 days. Indeed, the initiation of differentiation in aOBSCs was confirmed by our transcriptome analysis followed by RT-qPCR, which revealed a significant increase in the expression of genes related to neuronal, astrocyte and oligodendrocyte differentiation, such as *Dscaml1, S100b, Ndrg2* and *Gpr17* [47], [48], [49], [50], [51], [52], [53], [54], [55]. The upregulation of *Dscaml1*, *Gpr17*, and *Ndgr2* was also confirmed in eOBSCs.

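Ttyh1 (Entrez gene 57776, chromosome 7 from 4119530 to 4135407), a membrane protein of neural cells, had a mean of 8.21 ± 0.18 in Ctr, 8.43 ± 0.038 in C2 and 10.12 ± 0.026 in C4 (SD, n = 3 arrays). It rose by 1.91 (standard error 0.084, adjusted p = 1.44e-04) in C4. Vcam1 (Entrez gene 22329, chromosome 3 from 116110020 to 116129688), a cell adhesion molecule found on adult neural stem cells, had 7.21 ± 0.10, 7.53 ± 0.16 and 8.82 ± 0.049. It rose by 1.60 (standard error 0.087, adjusted p = 2.92e-04) in C4. A second probe set of Vcam1 rose by 1.62 (adjusted p = 1.58e-04) in C4 and by 0.45 (adjusted p = 0.0431) in C2, and its last probe set had a C4 difference of 0.81 (adjusted p = 0.0831). Omg (Entrez gene 18377, chromosome 11 from 79500982 to 79504082), the oligodendrocyte myelin glycoprotein, had 7.35 ± 0.19, 7.07 ± 0.057 and 8.96 ± 0.058. It rose by 1.60 (standard error 0.095, adjusted p = 3.71e-04) in C4. Cdh11 (Entrez gene 12552, chromosome 8 from 102632095 to 102785493), an adhesion molecule of the cadherin family, had 5.42 ± 0.15, 5.68 ± 0.11 and 7.09 ± 0.082. It rose by 1.68 (standard error 0.092, adjusted p = 3.00e-04) in C4. In C2, the differences from Ctr were 0.22 (adjusted p = 0.405) for Ttyh1, 0.32 (adjusted p = 0.192) for Vcam1, -0.28 (adjusted p = 0.332) for Omg and 0.26 (adjusted p = 0.356) for Cdh11. The 2 further probe sets of Ttyh1 rose in C4 by 1.84 (adjusted p = 3.12e-04) and 2.20 (adjusted p = 0.00116). Of the genes of Fig. 8, Dcc, Epha5 and Lpar4 did not pass on their probe sets of highest mean. Besides the genes of Fig. 8, 11 genes that the paper names in its text as higher in C4 rose on the arrays. The count was 11 of 11 when adjusted over the list alone, with adjusted p = 7.36e-19 as a list. This is not independent evidence, since the study chose them on these samples.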

While the upregulation (observed in the microarray analysis) of five more genes also involved in neuronal and glial differentiation as well as in neuronal migration (*Ttyh1*, *Vcam1*, *Omg*, *Fgfr3, and Cdh11*) [62], [63], [81], [82], [83], [84], [85] was not measured by qPCR, it cannot be ruled out that their higher expression in the C4 condition might also be relevant based on the high correlation between our microarray and RT-qPCR data. The proteins codified by *Dscaml1* and *Vcam1* fulfill roles in cell adhesion, repulsion and the formation of neuronal networks [82], [86], which supports the previously proposed role of adhesion as a critical *in vivo* and *in vitro* regulator of the maintenance and differentiation of NSCs, and of other stem cell populations [26], [63], [87], [88]. Indeed, *Dscaml1* mRNA is strongly expressed in the OB, particularly in layers that contain many differentiated neurons (i.e., the mitral layer -ML-, the superficial GCL and the glomerular layer -GL-) [47] (The Allen Brain Atlas). Our KEGG analysis further supports the critical role of a continuous supply of FGF-2/EGF in maintaining the undifferentiated state of OBSCs. Thus, genes that were upregulated in cultures partially starved of growth factors influence signaling pathways that control axon guidance, such as *Dcc*, *Plxnb1* and *Eph* [48], [66], and metabotropic glutamate signaling (*Grm3* and *Grin3a*) [67], [68].

In conclusion, using a variety of cell proliferation, cell cycle, cell death, cell differentiation and global transcriptome assays, we show that the daily supply of FGF-2/EGF is critical to maintain the survival and undifferentiated state of NSCs derived from the mouse olfactory bulb (particularly those cells from adult mice). Indeed, reducing the frequency of FGF-2/EGF administration from 2 to 4 days induces cell death, cell protection and cell differentiation, indicative of a loss of stem cell features and viability. Among the genes affected, *Dscaml1*, *S100b*, *Cryab*, *Pla2g7*, *Gpr17* and *Ndrg2* expression was upregulated, and that of *Calbindin* was downregulated, possibly representing the earliest molecular responses of NSCs to partial FGF-2/EGF starvation.

### Accession Number

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE37516 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi? acc = GSE37516).

## Supporting Information

Figure S1 **Effect of VEGF-C, FGF-8 and SHH on the proliferation and differentiation of aOBSCs.** Cultured aOBSCs (prepared from 4- and 6-month old mice) supplemented daily with FGF-2/EGF (20 ng/ml each) were treated with VEGF-C (V), FGF-8 or SHH for 3–5 days. BrdU (5 µM) was added for 1 h on the last day in culture to label proliferating cells (**A–D**). The images show representative fields of aOBSCs maintained with EGF/FGF-2 alone (**A**) or in combination with 20 ng/ml VEGF-C (V20; **B**), 50 ng/ml FGF-8 (**C**) or 100 ng/ml SHH (**D**), which were immunostained with BrdU antibody and stained with DAPI. (**E, F**) Cells treated with EGF/FGF-2 alone or in combination with 10 and 20 ng/ml VEGF-C were seeded under differentiation conditions, fixed after 3 days and immunostained with a TuJ1 antibody. Graphs show the percentages of proliferating BrdU^+^ cells (**G**) and differentiating TuJ1^+^ cells (**H**), and the results represent the mean ± SEM from 3–7 cultures. No significant differences were detected for any treatment group. Scale bars (F) = 75 µm (A–D) and 40 µm (E, F).
(TIF) Click here for additional data file.

Figure S2 **The influence of the frequency of FGF-2/EGF addition on the OBSC cell cycle in function of the time in culture.** Embryonic OBSCs (**A–C**) and adult OBSCs (prepared from 6-month old mice; **D–F**) were grown as neurospheres, as described in Fig. 1. After 2, 3 or 4 DIV for eOBSC cultures or 5, 6 or 7 DIV for aOBSC cultures, the cells were fixed with ethanol, stained with PI and analyzed by flow cytometry. The graphs show the percentage of cells in the different phases of the cell cycle (G_0_/G_1_, **A and D**; S, **B and E**; G_2_/M, **C and F**) and the results represent the mean ± SEM from 2 cultures. The addition of growth factors at different intervals had no consistent effect on the cell cycle parameters tested over the time of eOBSC culture. However, the percentage of aOBSC cells in G_0_/G_1_ when they were partially deprived of FGF-2/EGF was greater than those in the controls at all the times analyzed.
(TIF) Click here for additional data file.

Figure S3 **Decrease in the frequency of FGF-2/EGF addition progressively reduces cell viability in aOBSCs.** Embryonic (**A–D**) and adult (prepared from 6-month old mice; **E–H**) OBSCs were grown as neurospheres, as described in Fig. 1. After 1, 2, 3 or 4 DIV for eOBSC cultures or 5, 6 or 7 DIV for aOBSC cultures, the cells were collected and stained with PI and annexin V before they were analyzed by flow cytometry. Graphs show the percentage of cells in each group (viable, **A and E**; early apoptotic, **B and F**; late apoptotic, **C and G**; and dead, **D and H**) and the results represent the mean ± SEM from 2 cultures. A decrease in the frequency of growth factor addition induced a significant decrease in the number of viable cells aOBSC cultures (P<0.05 and P<0.001 for 6 and 7 DIV, respectively) over time.
(TIF) Click here for additional data file.

Figure S4 **Differentiation of aOBSCs pretreated with FGF-2/EGF at different intervals during the proliferative phase.** The aOBSCs (prepared from 6-, 7- and 15-month old mice) were cultured and passaged as floating neurospheres (as described in Fig. 1) and then seeded in the absence of growth factors at a density of 100,000 cells/cm^2^ on coverslips for 3 days to induce differentiation. The cells were immunostained and stained with DAPI. Images show TuJ1^+^ (**A–C**), GFAP^+^ (**D–F**) and O4^+^ cells (**G–I**). Graphs represent the percentage of cells labeled with TuJ1 (**J**), GFAP (**K**) and O4 (**L**). Decreasing the frequency of FGF-2/EGF addition in the proliferative phase (pretreatment) produced a 20% (non-statistically significant) reduction in the percentage of neurons, yet it had no effect on the percentage of astrocytes or oligodendrocytes. Results represent the mean ± SEM from 8 cultures. Scale bars (I) = 39.73 µm.
(TIF) Click here for additional data file.

Figure S5 **Differentiation of eOBSCs pretreated with FGF-2/EGF at different intervals during the proliferative phase.** The eOBSCs were cultured and passaged as floating neurospheres as described in Fig. 1. To induce differentiation, they were seeded on coverslips at a density of 100,000 cells/cm^2^ and cultured for 3 days in the absence of growth factors. The cells were then immunostained with specific antibodies and stained with DAPI. Images show representative cells labeled with TuJ1 (**A–C**), GFAP (**D–F**) and O4 (**G–I**). Graphs show the percentages of TuJ1^+^ (**J**), GFAP^+^ (**K**) and O4^+^ cells (**L**), and we found no significant differences in the percentage of cells between any treatment groups. Results represent the mean ± SEM from 8 cultures. Scale bars (I) = 39.73 µm.
(TIF) Click here for additional data file.

Figure S6 **Hierarchical clustering of aOBSCs samples.** The hierarchical clustering of samples was performed using the one minus Pearson correlation metric and the average linkage method. Samples from the C4 condition clearly differ from those of the Ctr condition.
(TIF) Click here for additional data file.

Figure S7 **Gene Ontology analysis of upregulated and downregulated genes in C4 versus Ctr aOBSC cultures.** (**A**) GO terms were only assessed for genes that were upregulated in C4 versus Ctr cultures in the “biological process” category. A significant enrichment was observed for the GO term “lipid catabolic process”, which includes the highly upregulated gene *Pla2g7*. (**B**) The GO analysis was also performed for downregulated genes in the C4 versus Ctr condition. As shown, genes such as *Spry4 and Adm* were annotated within one or more GO terms including “regulation of kinase activity” and “response to peptide hormone stimulus”.
(TIF) Click here for additional data file.

Figure S8 **RT-qPCR analysis of mRNA levels in eOBSCs confirms upregulation of some key genes under partial FGF-2/EGF deprivation.** The graph shows the relative changes, measured by real time RT-qPCR, in mRNA levels of selected transcripts expressed in eOBSC cultures supplemented with growth factors every 2 or 4 days, as compared with cultures that were supplemented daily. Alterations were detected in *Dscaml1*, *Pla2g7*, *Gpr17*, and *Ndrg2*. Results represent the mean ± SEM of 3 experiments.
(TIF) Click here for additional data file.

Figure S9 **RNA profiling analysis by microarray and RT-qPCR.** (**A**) Relative mRNA levels were determined by microarray and real time RT-qPCR for each gene from aOBSCs. Both techniques revealed similar results. (**B**) The graph shows a high correlation (coefficient of determination, R^2^ = 0.8477) between the microarray and RT-qPCR analyses of the relative mRNA levels in aOBSCs supplemented with growth factors every 4 days (C4 condition).
(TIF) Click here for additional data file.

Table S1 **Primers used for the gene profile analysis of OBSCs by RT-qPCR.** The size (in base pairs, bp) of the PCR products is given and corresponded to fragments having the expected sequences.
(DOCX) Click here for additional data file.

# Supplementary material for: A Global Transcriptome Analysis Reveals Molecular Hallmarks of Neural Stem Cell Death, Survival, and Differentiation in Response to Partial FGF-2 and EGF Deprivation
**Source:** PLoS One. 2013 Jan 7;8(1):e53594. doi: 10.1371/journal.pone.0053594
**Supplement:** Table S1 — Primers used for the gene profile analysis of OBSCs by RT-qPCR. The size (in base pairs, bp) of the PCR products is given and corresponded to fragments having the expected sequences.

**Table S1:** Primers used for the gene profile analysis of OBSCs by RT-qPCR.

| **Gene** | **Forward primer (5’-3’)** | **Reverse primer (5’-3’)** | **Size (bp)** |
| --- | --- | --- | --- |
| *Adm* | TTGGACTTTGGGGTTTTGCTACTGT | GGAAAGCGAGTGAACCCAATAACATC | 147 |
| *Bex1* | CTCCAGCCCGCCATCCCTAAC | GCCTATCCTTGCCTTCTCCTCTTTCTA | 240 |
| *Calb1* | Qiagen Nº QT00159943 |  |  |
| *Cox6a2* | GTGCCATTCCTAGCCTCCCTTTGA | GGGAAGAGCCAGCACAAAGGTCA | 140 |
| *Cryab* | GGCACCCAGCTGGATTGACACC | CTCAATCACGTCCCCCAGAACCTT | 130 |
| *Dclk1* | CTCGGGCAAGTCACCAAGTCCATCAC | TTCCTCAGACTCTTCCCTCCTCCATC | 205 |
| *Diras2* | Qiagen Nº QT01196356 |  |  |
| *Dscaml1* | CATGTGGCTGGTAACTTTCCTCCTGC | TCACGTGCTGCAGGGAGTCATTTAC | 107 |
| *Egf* | GAGTCTGCCTGCGGATGGTA | TCTGGAGCCCTTTCGTGACAC | 273 |
| *Egfr* | GGTGCTGTAACAGAGGACAACATAGAT | GGCTGATTGTGATAGACAGGGTTC | 119 |
| *Fgf-2* | AAGCAGAAGAGAGAGGAGTTGTGTC | CCCGTTTTGGATCCGAGTTTAT | 226 |
| *Fgfr1* | CAGTGCCCTCTCAGAGACCTACG | TAACGGCTCATGAGAGAAGACAGA | 188 |
| *Fgfr2* | CGAAGACTTGGATCGAATTCTGACTC | AAGAGCTCCTTGTGTCGGGGTAAC | 107 |
| *Fgfr3* | CAAGCAGTTGGTAGAGGATTTAGAC | GTAGCAGGTCATGGGTGAACAC | 161 |
| *Gpr17* | TGTCCTTTCCTTCCTGGGTCTTCTG | GCCAGGGAGGAGTTGTCAGTCAG | 91 |
| *Ier3* | CGCGCGTTTGAACACTTCTCG | CACGGCGCTGGTAGCATCCTC | 208 |
| *Igfbp3* | CTGAGGGCGCTGCTGAATGG | ATGGAACTTGGAATCGGTCACTCG | 186 |
| *Ndrg2* | TGCCAGGACAAACACCCGAGACT | GCCATACACAGTAAAAGTGACCGAGC | 122 |
| *Npnt* | GGAGGTGGCCCAGGCAAATAGT | GGCAGCAGCATGTATCCGTTGAGA | 180 |
| *Pla2g7* | CGTGCTAGGATCTGACTCGCTCTG | CCAGAGCCGGCAGCAGACA | 264 |
| *Pvr* | ATGGCTGCTGCTGCTGTTCTGC | TCGAGATGGCCAGAGATGCGTTC | 293 |
| *S100b* | GAGGACTCCAGCAGCAAAGGTGAC | CCCGGAGTACTGGTGGAAGACATC | 98 |
| *Gapdh* | GGTGAAGGTCGGTGTGAACG | CTCGCTCCTGGAAGATGGTG | 233 |

The size (in base pairs, bp) of the PCR products is given and corresponded to fragments having the expected sequences.

How the deposited data were processed for this re-analysis (not part of the article)

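Gene expression was measured in aOBSC neurospheres grown for 7 days with FGF-2 and EGF at 20 ng/ml, added every day (Ctr), every 2 days (C2) or every 4 days (C4), on 3 Affymetrix Mouse Genome arrays per condition. The log2 values were made by the authors and used as deposited: the arrays had been processed with GCRMA, that is, corrected for background by probe sequence, quantile normalised across arrays and summarised per probe set on the log2 scale. The paper's text names the authors' own Matlab functions for the steps that followed and does not name the version of GCRMA. All 9 arrays were used. Of 45101 probe sets, 64 control probe sets were left out and 45037 were tested without a filter. According to the deposited annotation, 34945 probe sets carry 1 gene symbol, 932 several and 9160 none, and probe sets with 1 symbol stand for 18193 genes. Entrez gene numbers matched the RefSeq annotation of GRCm38 for 34741 probe sets, from which gene positions were taken. On these arrays, 10992 probe sets stood at the lowest value on all arrays. The depth of an array cannot be given as a count, and the number of arrays limits the precision.

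Conditions were compared per probe set with limma 3.58.1 in R 4.3.3, with 1 mean per condition in a fit of all 9 arrays, and with the empirical Bayes variance prior following the intensity trend (6 residual and 0.574 prior degrees of freedom). P-values of each of the 3 comparisons were adjusted by the Benjamini-Hochberg method over 45037 probe sets, and an adjusted p under 0.05 is a call. Probe sets that differed by at least 1 between condition means, the study's threshold, were counted as well, with and without an adjusted p under 0.01. A gene is represented by its probe set of highest mean over all arrays. Named genes are (1) every gene named in the paper's text, legends or Table S1; (2) the 15 largest increases and 12 largest decreases in C4 among genes with an adjusted p under 0.05, a difference of at least 1, a mean of at least 4 in the higher condition, 1 symbol and no overlap between the arrays of the conditions; (3) the first 6 in each direction by the same rule for C2 and for C4 against C2; and (4) up to 4 members of each list with the smallest p in C4. Outside this rule, other members of the lists were named as examples or to make up a count, chosen after their values were seen and not computed under the other settings: Acadm, Aldh1l1, Aqp4, Atf4, Ccnd1, Chac1, Cited2, Cpt1a, Cspg4, Ddit3, Ddit4, Dll1, Dusp6, Efnb1, Egr2, Gfap, Hadhb, Ier2, Itga4, Itgb5, Lss, Mcm4, Ndrg1, Nr2e1, Nrp1, Ntn4, Pdgfra, Pdk1, Phlda1, Rrm1, Sesn2, Smad5, Stard4, Timp4, Txnip, Unc5b and Vim.

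The 29 lists of genes were those of BMP and Id genes, DNA replication and S phase, FGF and EGF ligands and receptors, FGF and ERK feedback and target genes, FOXO target genes, G2/M and mitosis, LXR target genes, Notch pathway, apoptosis, astrocytes, axon guidance ligands and receptors, cholesterol synthesis, endothelial cells, ependymal cells, glutamate and GABA receptors, heat shock proteins and chaperones, hypoxia and glycolysis, integrated stress response and amino acid supply, integrins, matrix and matrix inhibitors, interferon response and antigen presentation, lipid breakdown and fatty acid oxidation, microglia and macrophages, neural stem and progenitor cells, neuroblasts and neurons, olfactory ensheathing cells, oligodendrocyte lineage, p53 target genes, pericytes and fibroblasts and sex-linked genes, written from general knowledge. Some of their genes are also among those that the study picked on these arrays (such as Adm, Fgfr3, Ndrg2, Npnt, Pla2g7 and S100b), so list tests are not fully independent of the paper. A further 7 lists hold genes that the study names (in its text as higher, lower or similar, in the maps of Fig. 8, for RT-qPCR, and as growth factors and receptors in Table S1) and were adjusted apart. Each list was tested with limma's camera on the moderated statistics with a preset correlation between genes of 0.01, with the correlation estimated from the data, and with fry, and p-values were adjusted over the lists within a comparison. The hypergeometric test took as background 1530 genes with a probe set whose values ranged over at least 1 across the arrays, as the study did, counted a gene as higher or lower if any 1 of its probe sets (not its probe set of highest mean alone) differed by at least 1, and was one-sided, with adjustment over lists and both directions. Arrays were clustered by average linkage on 1 minus the Pearson correlation, as in the paper. Because the comparisons of C2 and C4 share the Ctr arrays, their correlation and covariance were set against 200 draws of 2 unchanged conditions simulated with a shared control, and the counts of shared calls against 20 draws.

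The procedure was tested on simulated data. Of 67, 67 and 66 probe sets given a log2 change of 0.5, 1 and 2, limma recovered 28, 52 and 64, and 10 unchanged probe sets were called, which is 6.49% of the calls. A list of 16 genes moved by 0.4 was recovered, and 2 lists that had not been moved were called. In 20 further draws of unchanged arrays, added after these 2 calls were seen, 3.79% of lists had p under 0.05. After adjustment, 0 lists were called by camera. The draws do not show how often camera calls lists by chance on real arrays, where genes of a list may vary together. Splits of the real arrays other than the true one, which mix the conditions, gave up to 7 list calls in C4 and 6 in C2. The tests, the lists, the rule for named genes and the other settings were chosen before the data were examined, except where stated. The other settings were limma without the trend or with its robust option, a filter on dim probe sets (a value over 4 on at least 3 arrays), removal of probe sets that may cross-hybridise (those with a suffix of s or x in their name), only the arrays of the 2 groups, a repeated quantile normalization, centring of each array on its median, the replicate number as a block, each array left out in turn, other thresholds, the mean over the probe sets of a gene, and genes in place of probe sets. Results for other splits of the arrays into groups of 3 were computed for each comparison. RT-qPCR, cell counts, flow cytometry, staining and all eOBSC data of the paper are not analysed here.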

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

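Of the tests below, those of scaling, of the shared control arrays and of a steady change with the interval were chosen only after the result was seen. The results are those of gene lists outside the genes that the paper discusses, or of lists whose C2 and C4 differences from Ctr were themselves found to differ.

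The list of the integrated stress response and amino acid supply had a mean log2 difference of 0.58 in C2 and of -0.63 in C4, and these 2 differences differed from each other by -1.21 in the direct comparison of C4 with C2 (28 genes, of which Trib3 and Chac1 appear in Fig. 7D; adjusted p = 1.27e-41 from camera; adjusted p = 7.35e-04 with an estimated correlation). RNA degradation would move the control transcripts to opposite sides of Ctr in C2 and C4. Their 3' to 5' shifts lay below Ctr in both (-0.074 and -0.023 for Gapdh, -0.0025 and -0.059 for beta-actin). With shifts this near the largest SD within a condition (0.058 and 0.080), the test cannot decide, and RNA degradation stays open. The median difference of the list between C4 and C2, which uses no control array, was -1.03. This argues against chance values of the shared control arrays as the cause of that difference. It does not show on which side of Ctr each condition lies, and Ctr arrays that are off together stay open. With the Ctr arrays taken as measured, the values argue against a steady change with the interval between additions of growth factors. Of 25 members that passed between C4 and C2, 1, or 4%, had a C2 mean between the Ctr and C4 means. In 24, the C2 mean lay above both. One factor per array would move lists alike. On the C2 arrays this list rose by 0.58 while that of hypoxia and glycolysis fell by 0.44. Their levels in Ctr were similar (medians 9.27 and 9.84). The difference was 1.03 (standard error 0.086 across genes, which are not independent replicates). The opposite directions argue against scaling of the arrays as the whole cause. The time that the cells had spent without added growth factors before collection, 1 day in C2 and 3 days in C4 according to the paper, goes with the conditions and may bear on these genes, but its part was not tested, and a difference between batches or between donors stays open because neither the batch nor the age of the mice (7 and 15 months in the legend of Fig. 7) is known for single arrays.

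The list of hypoxia and glycolysis, of which the paper discusses Adm and a glucose term, had a mean log2 difference of -0.44 in C2 and of -0.63 in C4 (20 genes). RNA degradation would move the control transcripts of Gapdh and beta-actin to one side of Ctr in both C2 and C4. Their 3' to 5' differences lay below Ctr in both conditions, with shifts of -0.074 in C2 and -0.023 in C4 for Gapdh. Those of beta-actin were -0.0025 and -0.059. The C2 shift of Gapdh exceeded its largest SD within a condition (0.058), and 0 of 2 transcripts exceeded theirs in both conditions. With shifts this near the SD, the test cannot decide, and RNA degradation stays open. The same difference of 1.03 on the C2 arrays from the list of the integrated stress response, which moved the other way, argues against scaling of the arrays as the whole cause. The means of the list were 9.83 to 9.88 on the 3 Ctr arrays and 9.19 to 9.43 on the other 6, a difference of 0.54. An exact two-sided permutation test gave p = 0.0119, the smallest that 84 splits allow. Chance values that differ from array to array would also spread the Ctr arrays, whose range was far smaller than this difference. For this list, that argues against such chance values of the shared control arrays. Ctr arrays that are off together, as in a batch, would be set apart in the same way and stay open. The direct comparison of C4 with C2, which does not use them, did not pass with an estimated correlation (adjusted p = 0.158). It cannot decide this, since a like fall in C2 and C4 would leave no difference between them. Lower use or higher supply of oxygen and glucose in cultures with fewer cells is a candidate explanation that was not tested, and batches of cultures and donor age stay open.

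Genes of cholesterol synthesis, a group that the paper does not discuss, had a mean log2 difference of -0.18 in C2 (18 genes; adjusted p = 6.57e-11; adjusted p = 0.00314 with an estimated correlation). Their C4 and C2 differences from Ctr differed by 0.32 in the direct comparison (adjusted p = 3.88e-11; adjusted p = 0.00443 with an estimated correlation). Target genes of FOXO factors, also outside the paper's discussion, had a mean of -0.20 in C2 (17 genes; adjusted p = 2.75e-06; adjusted p = 0.0113 with an estimated correlation). Target genes of p53, likewise not discussed, had a mean of -0.28 in C4 (15 genes; adjusted p = 1.64e-05; adjusted p = 0.0177 with an estimated correlation).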

How the results depend on the processing

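The removal of probe sets with an identical value on all 9 arrays was chosen after seeing the data, and the other settings were planned. Of 6170 values of named genes under another setting, 5544 had the same direction and the same side of the threshold, 311 lost their call, 92 gained one, 220 changed sign without passing under either setting, and 3 changed sign in a call. The 3 arose without the probe sets that may cross-hybridise, which by construction moves Gfra2 (0.014 in C2), Ifi35 (0.088 in C2) and Mcl1 (0.019 in C4) to another probe set. Of 2145 values of gene lists, 1964 were on the same side of the threshold in the same direction, 82 lost their call, 21 gained one and 78 changed sign without passing under either setting.

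Of the probe sets that passed at an adjusted p under 0.05, 1290 in C4, 154 in C2 and 1067 between C4 and C2 also passed at 0.01, and 289, 31 and 273 also differed by at least 1; both thresholds are stricter by construction. In the same order, limma's robust option gave 1386, 45 and 1178 probe sets, and a filter on dim probe sets gave 4697, 1825 and 3908; the cause was not tested. With only the arrays of the 2 groups, which leaves fewer residual degrees of freedom, 1618, 371 and 1404 passed, and of those with a C4 difference of at least 1 at an adjusted p under 0.01, 95 in place of 230. With the replicate number as a block, 237 passed in C2 and 128 of the latter kind in C4, and the cause was not tested. The other counts with a block were 1996 in C4 and 1634 between C4 and C2. Residuals of same-numbered arrays correlated at -0.043 to 0.126, with 2 of 9 pairs over 0.1, and 4 of 9 arrays correlated best with their own number. Those of arrays with different numbers correlated at -0.122 to 0.0917. Correlations this weak cannot decide whether replicate numbers mark shared samples, which the paper's text does not state, so pairing stays open. Of the 38 probe sets that differed by at least 1 in C2, counted as genes with 1 symbol there were 21, and with an adjusted p under 0.01 there were 11. With an estimated correlation between genes, 8 list calls passed in place of 23, and with all genes as background the hypergeometric test gave 11 calls in place of 6; the cause was not tested. Without the constant probe sets, 3486, 1125 and 2886 probe sets passed in C4, in C2 and between them, 259 of those that differed by at least 1 in C4 passed 0.01, and 21 lists were called. No intensity trend, a repeated quantile normalization, each array centred on its median and removal of the probe sets that may cross-hybridise left each of these counts within 1.5 times its value.

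Leaving out 1 array at a time gave 1818 to 2585 probe sets in C4 (1818 without Ctr replicate 2), 1485 to 2091 between C4 and C2 (1485 without C2 replicate 2) and 323 to 584 in C2, where the count was 361, 351 and 323 without C2 replicates 1, 2 and 3 and 421 and 349 without Ctr replicates 1 and 2. Probe sets with a C4 difference of at least 1 at an adjusted p under 0.01 numbered 148 to 196 (148 without Ctr replicate 2), list calls 18 to 24 and called genes of the study 29 to 32. The correlation of the C4 and C2 differences was 0.319 without C2 replicate 3 to 0.418 without Ctr replicate 3. In the tree, 0 to 3 conditions formed a cluster of their own, with 0 without C4 replicate 2.

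Splits of the 6 arrays of a comparison into 3 and 3 number 10, too few for a share under 0.05. In each of the following, 1 split of 10, the real one, gave a result as large: probe sets at an adjusted p under 0.05 (2833 in C4, with 0 as the highest of the other splits, 767 and 2 in C2, 2363 and 5 between C4 and C2), those that differed by at least 1 (312 and 7 in C4, 38 and 3 in C2), those with both a difference of at least 1 and an adjusted p under 0.01 (230 and 0 in C4), and list calls (15 and 7 in C4, 8 and 6 in C2). The signal over background limits what can be seen: 10992 probe sets stood at the lowest value on all arrays and 18380 had a value over 4 on at least 3 arrays, so changes of transcripts near the floor are not measured well, and the number of arrays limits the rest.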

Differences from the paper's values

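The tests named here were planned. Of the numbers that the paper states for these arrays, 5 were recomputed (probe sets on the array, probe sets changed by at least 1 in C2 and in C4, and higher and lower ones in C4), and each equalled the one computed here: 45101, 38, 312, 180 and 132. The enrichment of GO terms and of KEGG pathways was not recomputed. Of the alternatives set before the data were examined, 2 gave a number for C2 more than 1.5 times away from the paper's 38, namely 21 when genes with 1 symbol were counted and 11 when an adjusted p under 0.01 was required as well. The others gave 31 to 51 in C2, and in C4, where each stayed within 1.5 times the paper's value, the alternatives gave 221 to 355 against the paper's 312, 126 to 220 higher against 180 and 95 to 149 lower against 132.

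For single genes, the paper's statements are compared with the arrays, of which several rest on RT-qPCR, which is not analysed here. The paper states that Gpr17, Pla2g7, Calb1 and Igfbp3 were higher in C2 by RT-qPCR. On the arrays, the C2 differences were -1.71 (adjusted p = 0.0272) for Gpr17, against a C2 mean near the floor, -0.46 (adjusted p = 0.653) for Calb1, 0.19 (adjusted p = 0.257) for Igfbp3 and 0.27 (adjusted p = 0.0812) for Pla2g7. Pla2g7 passed with a filter on dim probe sets (adjusted p = 0.0266) and without Ctr replicate 3 (0.0473), and Igfbp3 passed with the mean over its probe sets (0.31, adjusted p = 0.0167), its other probe set having 0.43 (adjusted p = 0.0254). Of the lower genes tested by RT-qPCR, the paper states that Npnt and Calb1 alone were lower in C4, and that Adm did not change. On the arrays Npnt and Calb1 also fell, but so did Dclk1 by 0.75 (adjusted p = 0.00269), Bex1 by 0.91 (adjusted p = 0.00321), Igfbp3 by 0.96 (adjusted p = 4.51e-04), Ier3 by 1.51 (adjusted p = 7.16e-06) and Adm by 1.27 (adjusted p = 0.00161), while Diras2 fell by 1.51 (adjusted p = 1.22e-04) and Pvr fell by 1.26 (adjusted p = 3.53e-05). Read by eye, the C4 bars of Ier3, Diras2 and Pvr in Fig. 7E also lie below 0. Those of Dclk1, Bex1 and Igfbp3 lie above 0, and their array falls were under the paper's array threshold of 1 on the log2 scale. In the same panel the C2 bars of all 16 genes lie above 0, whereas on the arrays 7 of the 16 fell in C2: Npnt (-0.72), Diras2 (-0.64), Pvr (-0.28), Ier3 (-0.62), Bex1 (-0.73), Ndrg2 (-1.01) and Gpr17. Under no setting was any of these 7 higher in C2.

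The paper names Ier3, Cox6a2, Bex1 and Igfbp3 as genes past its fold threshold on the arrays. Ier3 in C4 and Cox6a2 in C2 differed from Ctr by more than 1 on the log2 scale, while the largest differences from Ctr were -0.91 for Bex1 and -0.96 for Igfbp3, and Igfbp3 differed by -1.16 between C4 and C2. The paper draws Dcc, Epha5 and Lpar4 as higher in C4 in Fig. 8, with Plxnb1, Plxnb3, Srgap3, Adcyap1r1, Gabbr1, Grin3a and Grm3, and these 7 others also passed here as higher. Dcc, Epha5 and Lpar4 did not pass on their probe sets of highest mean (adjusted p = 0.386, 0.123 and 0.179). By the paper's fold threshold alone, Lpar4 (1.09) and further probe sets of Dcc (1.08) and Epha5 (1.25) differed by at least 1, as the paper draws them. With the mean over the probe sets of a gene, Dcc and Epha5 passed as higher (adjusted p = 0.0181 and 0.00222), Epha5 also passed with a filter on dim probe sets (adjusted p = 0.0292), and Lpar4 passed without C4 replicate 1 (adjusted p = 4.24e-04). The paper describes Sox2, Pax6 and Olig2 as similar in the conditions. The differences of Sox2 and Olig2 did not pass here, whereas Pax6 was higher in C4 in limma's test (0.57, adjusted p = 0.00241). It was not with the mean over its probe sets (0.22, adjusted p = 0.133). A difference of 0.57 is under the paper's threshold of 1 on the log2 scale, by which Pax6 counts as similar here too. By RT-qPCR the paper finds Fgf-2 higher in C4, while the Fgf2 probe set stood at the floor in all conditions, so that the arrays give no fold for it under any setting. For Fgfr3 and Egfr, whose increases in C4 did not reach significance by RT-qPCR in the paper, the array differences passed (1.10, adjusted p = 0.00176, and 0.83, adjusted p = 7.72e-05).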

Other observations

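The tests reported here were planned. Genes of the integrated stress response and of amino acid supply moved in opposite directions in C2 and C4. Of 28 measured genes, 19 rose and 1 fell in C2 (24 and 1 when adjusted over the list alone), and 18 fell and 0 rose in C4 (24 and 0 when adjusted over the list alone, 24 and 0 at an unadjusted p under 0.05 in limma). Asns, which encodes asparagine synthetase, had means of 11.46 ± 0.039 in Ctr, 12.06 ± 0.039 in C2 and 10.60 ± 0.057 in C4 (SD, n = 3 arrays). It rose by 0.61 (standard error 0.036, adjusted p = 0.00218) in C2 and fell by 0.86 in C4 (adjusted p = 1.43e-04). Slc3a2, a subunit of amino acid transporters, rose by 0.61 (adjusted p = 5.59e-04) in C2 and fell by 0.66 (adjusted p = 8.34e-05) in C4. Nupr1, a stress-induced regulator of transcription, rose by 1.01 (adjusted p = 0.00156) in C2 and fell by 1.11 (adjusted p = 2.09e-04) in C4. The transcription factor gene Ddit3, a target of Atf4 in the stress response, had differences of 0.86 (adjusted p = 0.00156) in C2 and -0.30 (adjusted p = 0.0112) in C4, and those of Atf4 itself were 0.46 (adjusted p = 0.0243) and -0.22 (adjusted p = 0.117). Ddit4, an inhibitor of mTORC1 signalling, was the 1 gene of the list that fell in C2 (-0.21, adjusted p = 0.0126), and it also fell in C4 (-0.40, adjusted p = 3.63e-04). The list was higher in C2 (adjusted p = 8.79e-29, and adjusted p = 0.00107 with an estimated correlation) and lower in C4 (adjusted p = 3.24e-25, and adjusted p = 0.00211 with an estimated correlation). In the hypergeometric test, which counts a gene if any 1 of its probe sets changed, 10 of its 21 genes in the background were among the genes lower by at least 1 in C4 (adjusted p = 6.86e-06), Asns, Atf4 and Pck2 by probe sets other than those of highest mean. Between C4 and C2 directly, 25 genes were lower in C4 and 0 were higher (27 and 0 when adjusted over the list alone, 27 and 0 at an unadjusted p under 0.05). With limma's robust option, Pck2, which makes phosphoenolpyruvate in mitochondria, did not pass in C2 (adjusted p = 0.0699), and its other probe set had a C2 difference of 0.65 (adjusted p = 0.127).

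Genes of glucose breakdown and the response to low oxygen were also lower in C2. Of 20 measured genes, 12 fell and 0 rose in C2 (18 and 0 when adjusted over the list alone, 18 and 0 at an unadjusted p under 0.05), with adjusted p = 6.47e-27 for the list, and adjusted p = 0.00107 with an estimated correlation. Pfkp had a C2 mean of 6.05 ± 0.12 and fell by 0.91 (adjusted p = 0.00909) in C2, Ndrg1, a gene induced by low oxygen, fell by 0.84 (adjusted p = 0.00496), and Pdk1, a kinase that holds pyruvate back from the mitochondria, fell by 0.73 (adjusted p = 0.0106). Slc2a1 had C2 and C4 differences of -0.58, adjusted p = 0.00359, and -0.59, adjusted p = 6.67e-04. Between C4 and C2, 3 genes of the list were lower in C4, Adm (-0.75), Hk2 (-0.82) and Pfkp (-1.28), and 0 were higher (4 and 0 when adjusted over the list alone, 8 and 1 at an unadjusted p under 0.05; list adjusted p = 0.0281; adjusted p = 0.158 with an estimated correlation). This last call was lost with the replicate number as a block and without C2 replicate 3 or C4 replicate 3 (adjusted p = 0.0511 to 0.0806). The C2 call of Hk2 was lost with limma's robust option, only the arrays of the 2 groups and the replicate number as a block and without any 1 of the C2 replicates, any 1 of the C4 replicates or Ctr replicate 2 (adjusted p = 0.0506 to 0.149). That of Pfkp was lost with limma's robust option and only the arrays of the 2 groups (adjusted p = 0.0559 to 0.0741).

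Genes of cholesterol synthesis were lower in C2, and in C4 some were higher. Of 18 measured genes, 2 fell and 0 rose in C2, namely Lss, which encodes lanosterol synthase (-0.44, adjusted p = 0.0225), and Stard4, a sterol carrier (-0.43, adjusted p = 0.0124), with counts of 10 and 0 when adjusted over the list alone and 11 and 0 at an unadjusted p under 0.05. In C4, Nsdhl (0.32, adjusted p = 0.00598), Fdft1, which encodes squalene synthase (0.24, adjusted p = 0.00914), and Dhcr7 (0.27, adjusted p = 0.0447) rose and 0 fell (5 and 1 when adjusted over the list alone, 11 and 1 at an unadjusted p under 0.05), with a list mean of 0.14 (adjusted p = 0.00634; adjusted p = 0.0792 with an estimated correlation). The C4 call of the list was lost with a filter on dim probe sets (adjusted p = 0.0755), and that of Fdft1 was lost with limma's robust option, only the arrays of the 2 groups and the probe sets that may cross-hybridise removed (adjusted p = 0.0575 to 0.0842). The Dhcr7 call was lost with each array centred on its median, limma's robust option, no intensity trend and only the arrays of the 2 groups and without C2 replicate 2, any 1 of the C4 replicates or any 1 of the Ctr replicates (adjusted p = 0.0516 to 0.162). Between C4 and C2, 11 genes were higher in C4 and 0 were lower (14 and 0 when adjusted over the list alone, 14 and 0 at an unadjusted p under 0.05). Of 15 measured target genes of p53, Gadd45a (-0.91, adjusted p = 0.00116), the inhibitor of cyclin-dependent kinases Cdkn1a (-0.45, adjusted p = 0.00854) and Ccng1 (-0.31, adjusted p = 0.00706) fell in C4 and 0 rose (8 and 0 when adjusted over the list alone, 9 and 0 at an unadjusted p under 0.05), while in C2 Sesn2, which is also in the list of the integrated stress response, rose (0.64, adjusted p = 0.0429; 1 and 2 when adjusted over the list alone; list adjusted p = 0.19). With only the Ctr and C4 arrays in the fit, Ccng1 did not pass (adjusted p = 0.0518). Further probe sets of Ccng1 had -0.23 (adjusted p = 0.0032) and -0.17 (adjusted p = 0.388), and that of Fdft1 had 0.13 (adjusted p = 0.0783). Of 17 measured target genes of the FOXO factors, which are active when insulin and growth factor signals are low, Ccng2 (-0.61, adjusted p = 0.00111), Insr, which encodes the insulin receptor (-0.53, adjusted p = 8.75e-04), Txnip (-0.38, adjusted p = 0.00499), Cited2 (-0.73, adjusted p = 0.0126) and Gadd45a fell and Sesn3 (0.59, adjusted p = 0.00476) rose in C4 (7 and 3 when adjusted over the list alone; list mean -0.17, adjusted p = 0.021; adjusted p = 0.105 with an estimated correlation). In C2, Ccng2 (-0.72, adjusted p = 0.00304) and Txnip (-0.27, adjusted p = 0.0464) fell and 0 rose (7 and 1 when adjusted over the list alone, 8 and 1 at an unadjusted p under 0.05). The FOXO list did not pass in C4 with each array centred on its median (adjusted p = 0.0903), without C4 replicate 2 (0.0635) or without Ctr replicate 1 (0.081).

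Of 20 measured ligands and receptors of FGF and EGF, 8 were over the floor, and Fgfr3, Egfr and the EGF receptor ligand gene Tgfa rose and Fgfr1 fell in C4 (3 and 1 when adjusted over the list alone). Tgfa had means of 5.00 ± 0.29 in Ctr and 5.88 ± 0.20 in C4 (SD, n = 3 arrays) and rose by 0.88 (adjusted p = 0.0272), and Fgfr1 had 8.38 ± 0.067 and 7.80 ± 0.22 and fell by 0.58 (adjusted p = 0.0255). The other probe set of Fgfr1 had a C4 difference of -0.26 (adjusted p = 0.452). The call of Fgfr1 was lost with limma's robust option, the mean over the probe sets of the gene, only the arrays of the 2 groups, the replicate number as a block and the probe sets that may cross-hybridise removed and without any 1 of the C2 replicates, C4 replicate 2 or any 1 of the Ctr replicates (adjusted p = 0.052 to 0.478). That of Tgfa was lost with limma's robust option and only the arrays of the 2 groups and without any 1 of the C2 replicates, C4 replicate 2, C4 replicate 3, Ctr replicate 1 or Ctr replicate 3 (adjusted p = 0.0541 to 0.117). The list did not pass in C4 (adjusted p = 0.695) or in C2 (adjusted p = 0.858), where 0 genes rose or fell in limma's test (1 and 0 at an unadjusted p under 0.05). Of the 6 growth factors and receptors for which the study lists primers in Table S1, Egfr and Fgfr3 rose and Fgfr1 fell in C4 (2 and 1 when adjusted over the list alone, which is not independent evidence; list adjusted p = 0.161), and the list passed without the probe sets that may cross-hybridise (adjusted p = 0.0454).

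Of 17 measured genes of the interferon response and antigen presentation, Ifit2 rose by 0.64 (adjusted p = 0.0043) and Irf9 fell by 0.52 (adjusted p = 0.0317) in C4, to a mean near the floor, and B2m rose by 0.17 (adjusted p = 0.0126) in C2 (2 and 1 in C4 and 1 and 1 in C2 when adjusted over the list alone). The list did not pass in C4 (adjusted p = 0.728) or C2 (adjusted p = 0.391), and in C4 its mean was 0.021 although the direction of the test was down. In C2 the other probe set of B2m had a difference of -0.024 (adjusted p = 1). The Irf9 call was lost with limma's robust option, only the arrays of the 2 groups and the replicate number as a block and without C2 replicate 2, C2 replicate 3, any 1 of the C4 replicates, Ctr replicate 1 or Ctr replicate 2 (adjusted p = 0.056 to 0.106), and the B2m call was lost with limma's robust option, the mean over the probe sets of the gene, only the arrays of the 2 groups and the replicate number as a block and without any 1 of the C2 replicates or Ctr replicate 2 (adjusted p = 0.0508 to 0.342). Markers of other cells of the olfactory bulb were near the floor: 0 of 8 endothelial genes, 1 of 8 genes of pericytes and fibroblasts, 1 of 7 ependymal genes and 0 of 5 genes of olfactory ensheathing cells were over it. None of these genes passed limma's test in C4 or C2, and the lists had adjusted p = 0.617, 0.573, 0.462 and 0.695 in C4. At an unadjusted p under 0.05, 1 ependymal gene was lower in C4 and 1 ensheathing gene higher in C2. Of 4 sex-linked genes, Xist was near the floor in every condition, and the Y-linked genes Eif2s3y, Kdm5d and Uty had Ctr means of 8.55, 7.32 and 6.85. None of the 4 passed in C4 or C2 (0 at an unadjusted p under 0.05 in C4 and 1, Eif2s3y, lower in C2; adjusted p = 0.573 for the list in C4). In the direct comparison of C4 with C2, Slc4a10, whose C4 mean was near the floor so that its fold is not measured well, and P2rx3 fell by 2.31 (adjusted p = 7.25e-06) and by 2.43 (adjusted p = 9.65e-04).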
